# Reprogramming to Pluripotency through a Somatic Stem Cell Intermediate

**DOI:** 10.1371/journal.pone.0085138

**Published:** 2013-12-27

**Authors:** Adele G. Marthaler, Ulf Tiemann, Marcos J. Araúzo-Bravo, Guangming Wu, Holm Zaehres, Jung Keun Hyun, Dong Wook Han, Hans R. Schöler, Natalia Tapia

## Abstract

Transcription factor-based reprogramming can lead to the successful switching of cell fates. We have recently reported that mouse embryonic fibroblasts (MEFs) can be directly reprogrammed into induced neural stem cells (iNSCs) after the forced expression of *Brn4*, *Sox2*, *Klf4*, and *Myc*. Here, we tested whether iNSCs could be further reprogrammed into induced pluripotent stem cells (iPSCs). The two factors *Oct4* and *Klf4* were sufficient to induce pluripotency in iNSCs. Immunocytochemistry and gene expression analysis showed that iNSC-derived iPSCs (iNdiPSCs) are similar to embryonic stem cells at the molecular level. In addition, iNdiPSCs could differentiate into cells of all three germ layers, both *in vitro* and *in vivo*, proving that iNdiPSCs are *bona fide* pluripotent cells. Furthermore, analysis of the global gene expression profile showed that iNdiPSCs, in contrast to iNSCs, do not retain any MEF transcriptional memory even at early passages after reprogramming. Overall, our results demonstrate that iNSCs can be reprogrammed to pluripotency and suggest that cell fate can be redirected numerous times. Importantly, our findings indicate that the induced pluripotent cell state may erase the donor-cell type epigenetic memory more efficiently than other induced somatic cell fates.

## Introduction

Mouse embryonic fibroblasts (MEFs) can be reprogrammed into induced pluripotent stem cells (iPSCs) following the overexpression of the four transcription factors *Oct4*, *Sox2*, *Klf4*, and *Myc* [1]. The same combination of transcription factors under different culture conditions was used to convert MEFs into induced epiblast stem cells (iEpiSCs) [2]. Furthermore, neural stem cells (NSCs), which exhibit high levels of endogenous *Sox2* expression, have been reprogrammed into iPSCs by using only *Oct4* and *Klf4* [3]. In addition to reprogramming to pluripotency, different combinations of transcription factors have been shown to directly switch somatic cell fates in the absence of an intermediate pluripotent cell state. Indeed, fibroblasts have been directly converted into different types of post-mitotic somatic cells such as neurons and cardiomyocytes [4,5]. In addition, we have recently reported the direct reprogramming of MEFs into induced neural stem cells (iNSCs) that can self-renew [6]. Interestingly, reprogramming of induced somatic cells into iPSCs has yet to be described.

At early time points after reprogramming, iPSCs maintain a donor-cell type epigenetic memory that can potentially bias their differentiation potential toward the cell lineage of origin [7-9]. Furthermore, contradictory results have been reported on whether it is possible to erase this iPSC somatic memory with further passaging [7,10]. Remarkably, the epigenetic memory retained in somatic cell types generated through direct reprogramming has not been studied extensively. In our previous report, we showed that two fibroblast marker genes were expressed in iNSCs at early, but not at late, passages after conversion [6]. However, the impact of the remaining MEF transcriptional signature on iNSC functionality was not evaluated. In fact, an analysis comparing the residual donor epigenetic memory of the same cell types generated by either direct reprogramming or iPSC differentiation has never been performed.

In the current study, we first converted MEFs into iNSCs and then reprogrammed these iNSCs into iPSCs (iNdiPSCs), demonstrating that somatic cell types generated by a direct reprogramming approach can be further reprogrammed to pluripotency. In contrast to iNSCs, iNdiPSCs did not exhibit any residual MEF transcriptional memory at early passages, suggesting that the pluripotent cell state can reset the somatic transcriptional network more efficiently than the induced somatic stem cell state.

## Results

### iNSC-derived iPSCs (iNdiPSCs) Exhibit Pluripotency *In Vitro* and *In Vivo*

We have recently reported the direct conversion of MEFs into iNSCs by using four transcription factors [6]. As brain-derived NSCs can be readily reprogrammed into iPSCs by using the two factors *Oct4* and *Klf4* [3], we sought to assess whether iNSCs could be further reprogrammed into iPSCs. To this end, iNSCs were transduced with replication-defective retroviral particles coding for only *Oct4* and *Klf4* (Figure 1A). We observed the first iPSC colonies 13 days after transduction and termed them iNSC-derived iPSCs (iNdiPSCs). Two independent experiments were performed and the overall reprogramming efficiency was found to range from 0.05% to 0.088% (Table S1). As expected, no iNdiPSC colonies were detected in the non-transduced control wells. Two independent clones (iNdiPSC-1 and -2) were picked, expanded (Figure 1B), and further characterized. iNdiPSC-1 and -2 stained positive for the pluripotency markers alkaline phosphatase (Figure 1C), NANOG, and SSEA-1 (Figure 1D). Furthermore, the expression levels of several pluripotency markers (*Oct4*, *Nanog*, *Rex1*, *Fgf4*, *Sox2*, *Klf4*, and *Myc*) in both iNdiPSC clones were similar to the levels observed in two independent control ESC lines (Figure 1E). In contrast to the starting iNSC population, the *Oct4* promoter was fully demethylated in the iNdiPSC clones (Figure 1F). As silencing of retroviral vectors is a hallmark of pluripotent stem cells [1], we examined transgene expression in both iNdiPSC clones and found the retroviral transgenes coding for *Klf4* and *Oct4* to be effectively silenced (Figure 1G). Moreover, we confirmed that the transgenes *Sox2, Brn4* and *Myc*, which were used for iNSC induction, were silenced in the iNSC population and were not reactivated upon iNdiPSC formation (Figure 1G). In addition, the iNdiPSCs exhibited a normal karyotype of 40 chromosomes (Figure 1H). 

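Gene expression was measured in 8 cell samples on Illumina mouse bead arrays, with 1 array for each sample. The somatic samples were MEFs, NSCs and the iNSCs at passage 22, and the control pluripotent lines were ESCs, NSC 2F iPSCs (derived from NSCs with 2 factors) and MEF 4F iPSCs (derived from MEFs with 4 factors), both iPSC lines at passage 7. The iNdiPSCs were 2 clones at passage 10, iNdiPSC-1 and a second clone. By the sample labels, the iNSCs and both iNdiPSC clones are of the strain C3H and the other 5 samples of B6D2F1/J. The arrays carry 25697 probes, of which 23978 name a gene, for 16593 genes. At a detection p-value below 0.01, from 11087 probes (ESCs) to 12128 probes (MEF 4F iPSCs) were detected, and the median raw signal ran from 112 (ESCs) to 128 (MEFs). The authors deposited the scanner's mean bead intensity of each probe with its detection p-value, and a matrix of background-corrected, quantile-normalized log2 values. From the scanner intensities, normalized values were computed with the neqc function of limma, which corrects the background from the detection p-values, adds an offset of 16, normalizes the arrays by quantiles and takes log2. A gene was represented by its probe with the highest mean. The lowest value of any detected probe lay between 4.97 and 5.27 on the 8 arrays, and a fold against a group in which a probe was not detected on 1 or more arrays was computed with these arrays set to the floor and is given as a lower bound. Only the iNdiPSCs have more than 1 array, so the number of arrays limits the precision of every value.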

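The control pluripotent lines and the somatic cells were set apart by genes of pluripotency, of epithelial junctions and of mesenchymal transition. *Dppa5a*, a marker of pluripotent cells, was at least 552-fold higher in the 3 control pluripotent lines than in the 3 somatic samples, of which only iNSCs had it detected (adjusted p = 5.46e-05 from limma, whose log2 estimate with the values below detection as computed was 9.43, standard error 0.29). *Pou5f1* (*Oct4*), detected in MEFs but not in NSCs or iNSCs, was at least 114-fold higher (adjusted p = 0.00115), and *Nanog*, detected on no somatic array, was at least 125-fold higher (adjusted p = 0.000204). *Zfp42* (*Rex1*) was at least 16.8-fold higher (adjusted p = 0.000798), *Lin28a* at least 15.7-fold (adjusted p = 0.000282) and *Fgf4* at least 6.88-fold (adjusted p = 0.00125). *Cdh1*, which encodes E-cadherin, was at least 46.1-fold higher (adjusted p = 0.000109), while *Vim*, which encodes the intermediate filament vimentin, was 11.8-fold lower than in the somatic samples (adjusted p = 0.00775 from limma). In each of these comparisons, all 3 arrays of one group lay above all 3 of the other.
Of 25 measured pluripotency genes, 22 rose, none fell and 3 did not pass the test (23 rose when adjusted over the list alone). *Sox2* was among the latter, with levels of 9.84 in NSCs, 9.92 in iNSCs and 9.51 in ESCs and no detection in MEFs, and so was *Klf4*, with 10.66 in MEFs and 10.10 in ESCs. The list's median log2 difference was 5.54, or 4.83 with undetected values set to the floor (camera, adjusted p = 1.51e-18, and adjusted p = 0.0893 with an estimated correlation). Of 9 genes of epithelial junctions, 7 rose and none fell (8 rose when adjusted over the list alone; camera, adjusted p = 9.78e-07, and adjusted p = 0.0893 with an estimated correlation). Of 6 genes of mesenchymal transition, none rose and 4 fell, among them *Zeb2*, a repressor of *Cdh1*, and *Cdh2*, which encodes N-cadherin (4 fell when adjusted over the list alone; camera, adjusted p = 0.00218, and adjusted p = 0.0982 with an estimated correlation). *Zeb2* was at least 6.73-fold lower (adjusted p = 0.00188) and *Cdh2* at least 3.90-fold lower (adjusted p = 0.00191 from limma, a call that ends without the background correction). Of 23 fibroblast genes 2 fell (1 fell when adjusted over the list alone; camera, adjusted p = 0.307). Of 15 neural stem cell and glial genes, which MEFs mostly lack, 2 fell and 13 did not pass (2 fell when adjusted over the list alone; camera, adjusted p = 0.00138, and adjusted p = 0.597 with an estimated correlation). These were *Sox9* and *Gpm6b*, at least 6.44-fold and at least 5.67-fold lower, the first not called without the NSC 2F iPSC or the ESC array and the second not called when any 1 array but that of MEFs is left out.
In all, 2101 of 9007 genes detected on at least 2 of the 6 arrays passed an adjusted p of 0.05 from limma and a 2-fold difference, 1166 higher and 935 lower in the control pluripotent lines. Left out of this fit, the iNdiPSC clones can be placed on these genes. iNdiPSC-1 lay nearer to the mean of the control pluripotent lines than to that of the somatic samples on 2006 genes (95.5%), and the second clone on 2023 (96.3%). The exceptions in both clones were 51 genes, such as *Pim1*, which encodes a kinase, and *Ngfr*, which encodes a neurotrophin receptor. *Ptn*, the called gene with the largest fall, was not detected in either clone, in which *Dppa5a* stood at 14.37 and 14.35.
Across 10225 genes detected on any array, the clones' values correlated with those of the control pluripotent lines at r = 0.950 to 0.973 and with those of the somatic samples at r = 0.714 to 0.766, and with each other at r = 0.992. These correlations are across genes, which are not replicates. On average linkage of these values the clones joined each other first and the ESCs joined the NSC 2F iPSCs, these pairs then joined and MEF 4F iPSCs joined them last, while iNSCs joined NSCs (r = 0.932). On the first principal component, which held 57.8% of the variance, the clones scored 54.6 and 56.5, the control pluripotent lines from 43.7 to 51.7 and the somatic samples from -100.3 to -71.3. The count of called genes fell to 709 without the NSC 2F iPSC array, to 911 without the ESC array and to 1061 without the MEF 4F iPSC array, and rose to 3156 without the MEF array. Without the background correction it was 1152.

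**Figure D1:**
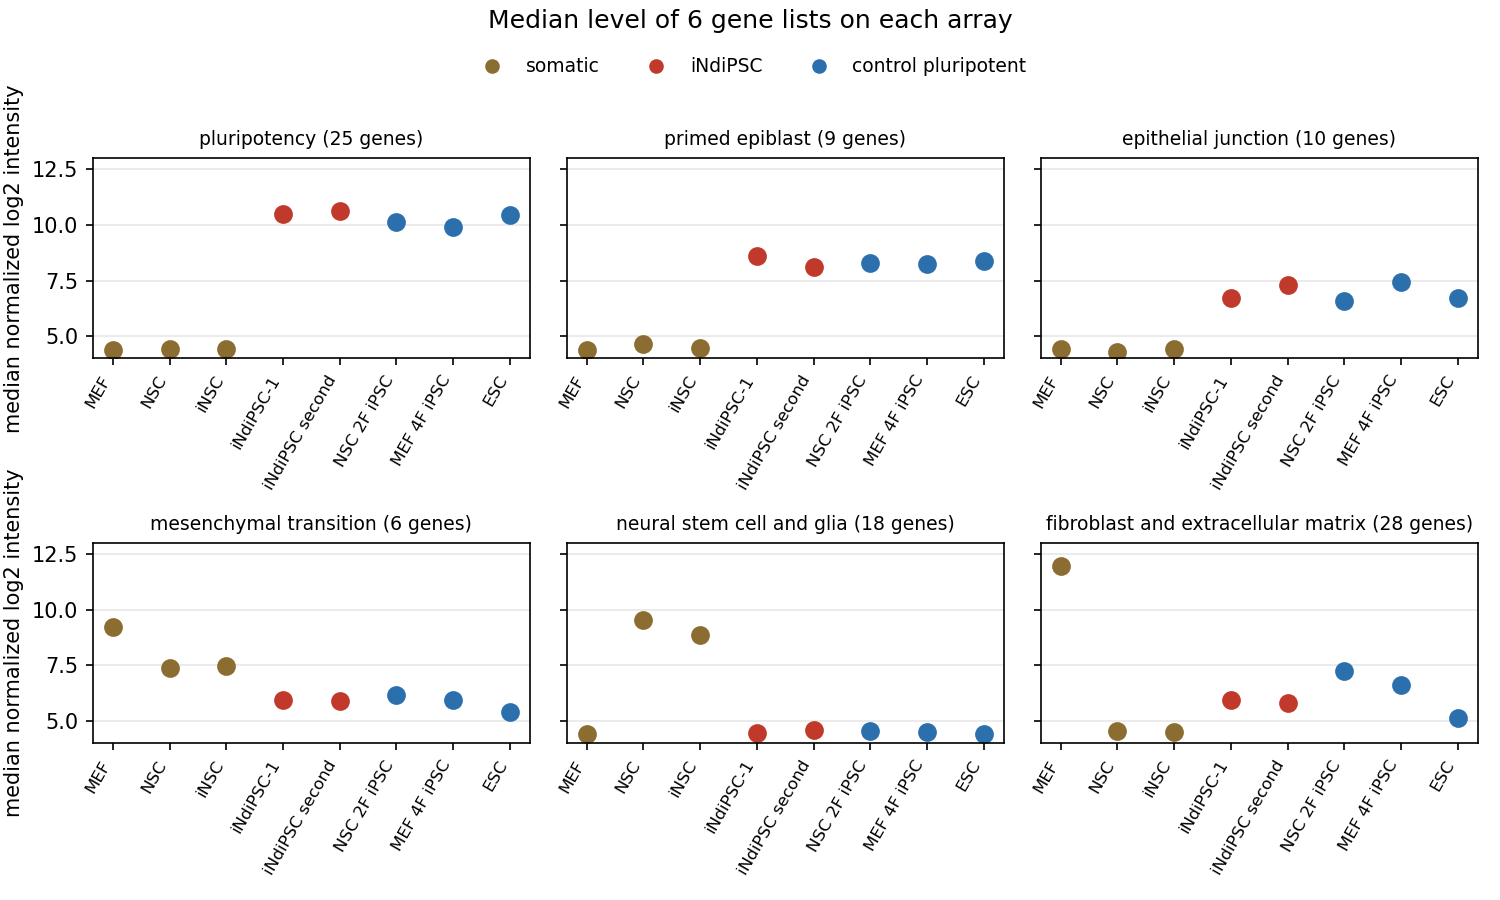
Median normalized log2 intensity of 6 gene lists (vertical axis) on each of the 8 arrays (horizontal axis), 1 point per array, in brown for somatic samples, red for iNdiPSC clones and blue for control pluripotent lines. Pluripotency genes stand at 10.49 and 10.63 in the clones and between 9.89 and 10.44 in the control pluripotent lines, and at 4.37 to 4.44, below the detection floor, in the somatic samples. Neural genes stand at 9.52 in NSCs and 8.85 in iNSCs, and at 4.45 and 4.59 in the clones.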

Microarray analysis was then performed to compare the iNdiPSCs global gene expression profile in several pluripotent cell lines such as ESCs, MEF 4F iPSCs (MEF-derived iPSCs by using *Oct4*, *Sox2*, *Klf4*, and *Myc*), and NSC 2F iPSCs (NSC-derived iPSCs by using *Oct4* and *Klf4*) (Figure 1A). iNdiPSCs displayed a transcriptomic profile that clustered with the pluripotent cell lines, but not the parental iNSCs, as shown in the heat map, hierarchical unsupervised clustering, and principal component analysis (Figure 2A-C). Scatter plot pairwise comparisons of iNdiPSCs with ESCs, MEFs, or iNSCs provided further confirmation that iNdiPSCs were successfully reprogrammed to pluripotency. Indeed, iNdiPSCs differ greatly from iNSCs and the starting MEF population, but are very similar to control ESCs (Figure 2D-F). 

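The clones lay far from both somatic samples. Between iNdiPSC-1 and MEFs, 6666 of 13499 probes detected on either array (49.4%) differed by at least 2-fold, and between iNdiPSC-1 and iNSCs 6137 of 13389 (45.8%). The second clone differed from MEFs on 6637 probes (49.1%) and from iNSCs on 6092 (45.4%). From ESCs, iNdiPSC-1 differed on 1687 of 12248 probes (13.8%) and the second clone on 1380 of 12255 (11.3%). The clones differed from each other on 69 of 12190 probes (0.566%). Set beside these, NSC 2F iPSCs differed from ESCs on 807 probes (6.76%) and MEF 4F iPSCs on 1249 (10.0%). By the labels these iPSC lines share the strain of the ESCs and the clones do not. The clones' counts can thus include differences of strain. These counts compare single arrays and have no replicate check. Without the background correction the counts of iNdiPSC-1 fell to 3389 against MEFs, 2957 against iNSCs and 400 against ESCs, and those of the second clone to 3358, 2960 and 297. On the authors' processed values with no detection filter they rose to 9856, 9497 and 4487 for iNdiPSC-1 and to 9813, 9424 and 3929 for the second clone.
Against iNSCs, the pluripotency genes stood higher in iNdiPSC-1 by a median log2 of 5.84 (5.07 with undetected values set to the floor), with 23 of 25 genes at least 2-fold higher, and the neural genes lower by a median of -4.08 (-3.50 at the floor), with 16 of 18 at least 2-fold lower. Against ESCs, the same pluripotency genes had a median log2 difference of -0.01 in iNdiPSC-1 and 0.16 in the second clone.
The 2 clones were also compared with the 3 control pluripotent lines together. None of 25 pluripotency genes passed the test, in limma or when adjusted over the list alone, and *Nanog* differed by a log2 of 0.89 (adjusted p = 0.278) and *Pou5f1* by -0.62 (adjusted p = 0.212). Of 8400 genes, 98 were called, 48 higher and 50 lower in the clones, and 1602 had an unadjusted p under 0.05. *Asz1* and *Dazl*, both genes of germ cells, were 8.75-fold (adjusted p = 0.0424) and 4.72-fold (adjusted p = 0.0186 from limma) higher in the clones. Of 9 genes of the primed epiblast, *Otx2*, a transcription factor gene, rose by 3.89-fold (adjusted p = 0.045 from limma) and 8 did not pass (1 rose when adjusted over the list alone). Of 6 measured neural genes, 1 rose, 1 fell and 4 did not pass (2 rose and 2 fell when adjusted over the list alone). *Atp1b2*, a member of this list, had a mean level of 6.71 in the clones and 5.34 in the control lines. The member that fell was *Olig1*, a transcription factor gene of oligodendrocytes, at levels of 8.92 to 10.67 in the control lines and not detected in either clone (at least 22.1-fold lower, adjusted p = 0.0186 from limma). *Thumpd1* and *Trim59* had the smallest adjusted p, at least 33.0-fold and at least 26.7-fold lower in the clones (adjusted p = 0.000239 and 0.000388 from limma), and neither was detected in the iNSCs. Both clones and the iNSCs are of one labelled strain and the control lines of the other, so strain and condition cannot be separated in this fit. The 2 clones come from the same iNSCs and differed from each other on 69 probes, against 804 to 1249 between the control lines. The fit treats the clones as independent. Its p-values do not measure the spread between separately derived iNdiPSC lines and may be too small. With 1 clone left out the number of called genes fell from 98 to 2, whichever clone it was, and it fell to 35 without the NSC 2F iPSC array.
The paper takes the large differences to iNSCs and MEFs and the small differences to ESCs (Figure 2D-F) as further evidence of reprogramming to pluripotency. It sets them beside its heat map, clustering and principal components (Figure 2A-C) and its other assays.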

To demonstrate the loss of epigenetic marks in the reprogrammed iNdiPSCs, we analyzed the methylation status of the second intron of *Nestin*, which has been shown to be completely unmethylated in NSCs and iNSCs [11]. The second intron of *Nestin* was methylated in iNdiPSCs to levels similar to those of control iPSCs and MEFs (Figure 3A). 

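*Nes*, which encodes the intermediate filament nestin of neural stem cells, stood at a log2 level of 10.98 in NSCs and 10.16 in iNSCs. In the iNdiPSCs it was 7.30 ± 0.08 (SD, n = 2 clones), 7.29-fold lower than in the iNSCs. The other pluripotent lines spanned this level, with 5.79 in ESCs, 7.08 in NSC 2F iPSCs and 8.31 in MEF 4F iPSCs, and MEFs had 6.28. The log2 difference between iNSCs and the clones, 2.87, was larger than the spread of the clones, but the iNSCs have 1 array. A second probe of *Nes* gave a difference of 1.72, computed with a value of iNdiPSC-1 that was below detection and not set to the floor.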

The methylation status correlated with *Nestin* gene expression as assessed by microarray analysis (Figure 3B) and confirmed by qRT-PCR (Figure 3C). Finally, we investigated whether iNdiPSCs could differentiate *in vitro* and *in vivo* into derivatives of all three germ layers. The iNdiPSC *in vitro* differentiation potential was tested by using embryoid body formation. Immunocytochemistry revealed that both iNdiPSC clones could differentiate into ectoderm (β3-TUBULIN), endoderm (SOX17), and mesoderm (α-SMA) (Figure 4A). To assess their differentiation potential *in vivo*, iNdiPSCs were subcutaneously injected into SCID mice. After 4 weeks, teratomas containing tissues representative of all three germ layers had formed (Figure 4B). Taken together, cellular, molecular, and differentiation analyses proved that iNdiPSCs are *bona fide* pluripotent cells.

**Figure 1:**
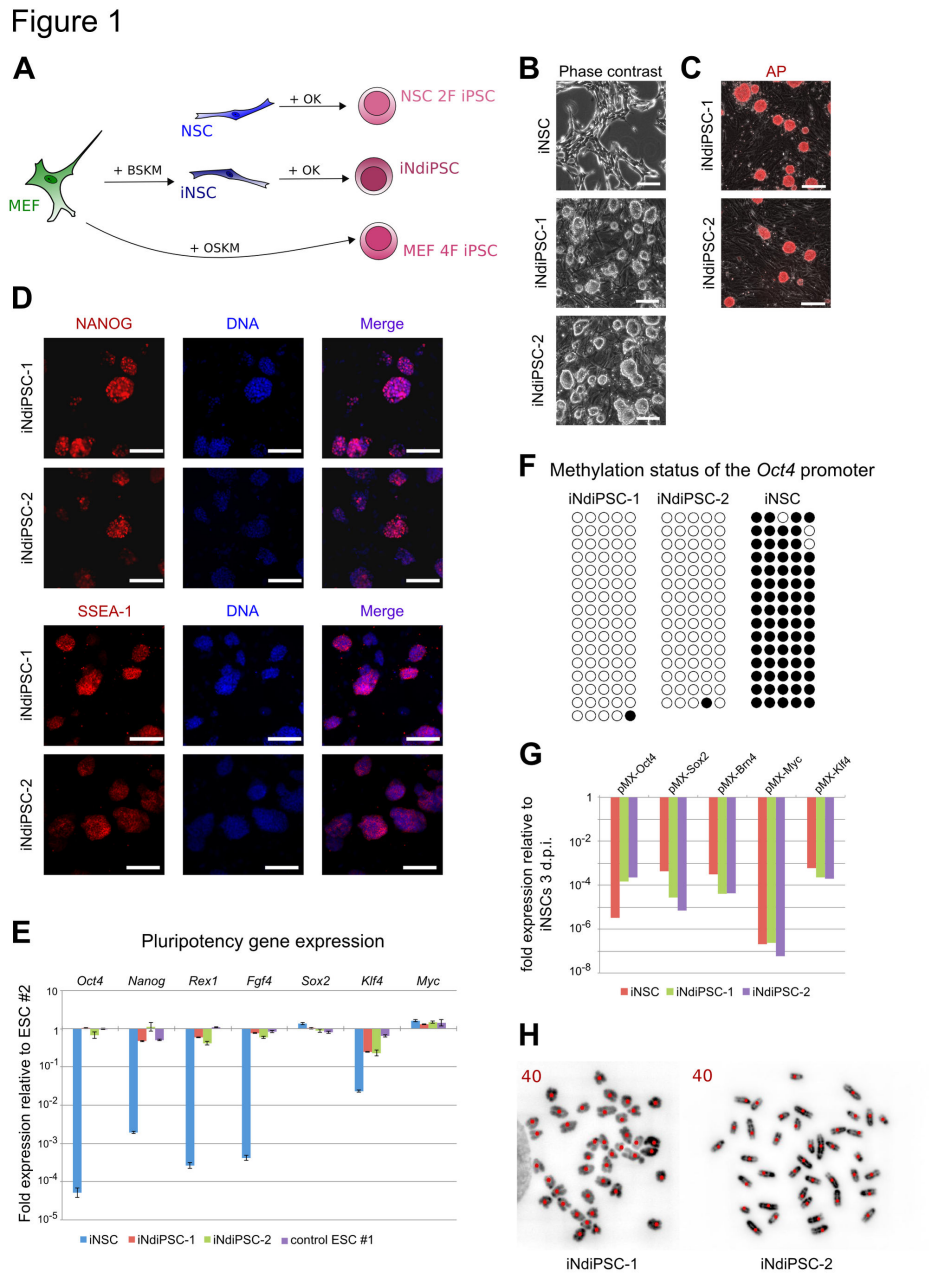
Generation and characterization of iNdiPSCs. (**A**) Scheme of the experimental approach. MEFs can be directly converted into iNSCs after the forced expression of Brn4 (B), Sox2 (S), Klf4 (K), and Myc (M). The overexpression of Oct4 (O) and Klf4 leads to the reprogramming of iNSCs and brain-derived NSCs into iNdiPSCs and NSC 2F iPSCs, respectively. Finally, MEFs can be reprogrammed into iPSCs using Oct4, Sox2, *Klf4*, and Myc. (**B**) Phase-contrast images of iNSCs and iNdiPSCs. Scale bars, 200 µm. (**C**) Alkaline phosphatase staining of iNdiPSC clones 1 and 2. Scale bars, 200 µm. (**D**) Immunofluorescence microscopy images of iNdiPSC-1 and -2 using antibodies directed against NANOG and SSEA-1. Scale bars, 150 µm. (**E**) Expression levels of pluripotency genes measured by qRT-PCR. Data were normalized to *Rpl37a* and plotted relative to control ESCs #2. Error bars indicate standard deviation of triplicate values. (**F**) Methylation analysis of the Oct4 promoter in iNdiPSC-1 and -2 and iNSCs by bisulfite sequencing PCR. Open and filled circles represent unmethylated and methylated CpGs, respectively. (**G**) Silencing of exogenous transgenes shown by qRT-PCR. Data were normalized to *Rpl37a* and plotted relative to iNSCs three days post-infection (3 dpi). (**H**) Chromosome spread of iNdiPSC-1 and -2 showing a stable karyotype of 40 chromosomes. Red dots indicate counted chromosomes.

**Figure 2:**
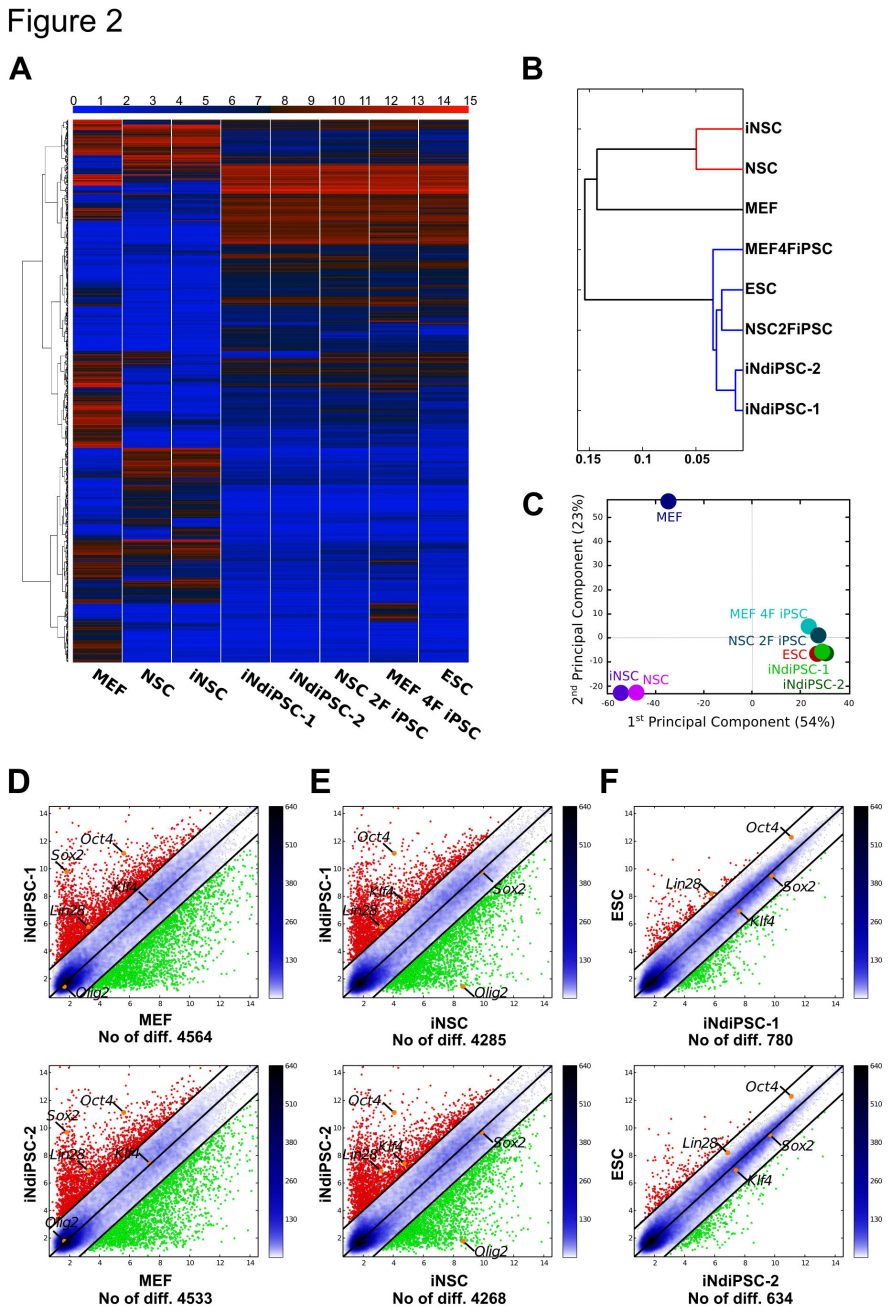
iNdiPSCs exhibit a pluripotent global gene expression profile. (**A**) Heat map of microarray data showing similar gene expression patterns of iNdiPSC-1 and -2 (both passage 10) compared with ESCs, NSC 2F iPSCs (passage 7, 2F: Oct4 and Klf4), and MEF 4F iPSCs (passage 7, 4F: Oct4, Sox2, *Klf4*, and Myc). MEFs, NSCs, and iNSCs serve as controls. Color bar at the top indicates gene expression in log_2_ scale. Red and blue colors represent high and low expression levels, respectively. (**B**) Hierarchical clustering and (**C**) principal component analysis (PCA) of the different cell types depicted in (**A**). (**D**) – (**F**) Pairwise scatter plots comparing the gene expression profile of iNdiPSCs-1 and -2 with MEFs (**D**), iNSCs (**E**), and ESCs (**F**). Specifically highlighted are the pluripotency marker genes Oct4, Sox2, *Lin28*, and Klf4. Black lines indicate boundaries of 2-fold difference in gene expression levels. Scattering density is indicated in the bar on the right: the higher the density, the darker the color. Gene expression levels are depicted in log_2_ scale. The number of differentially expressed genes (No of diff.) is listed below each plot.

**Figure 3:**
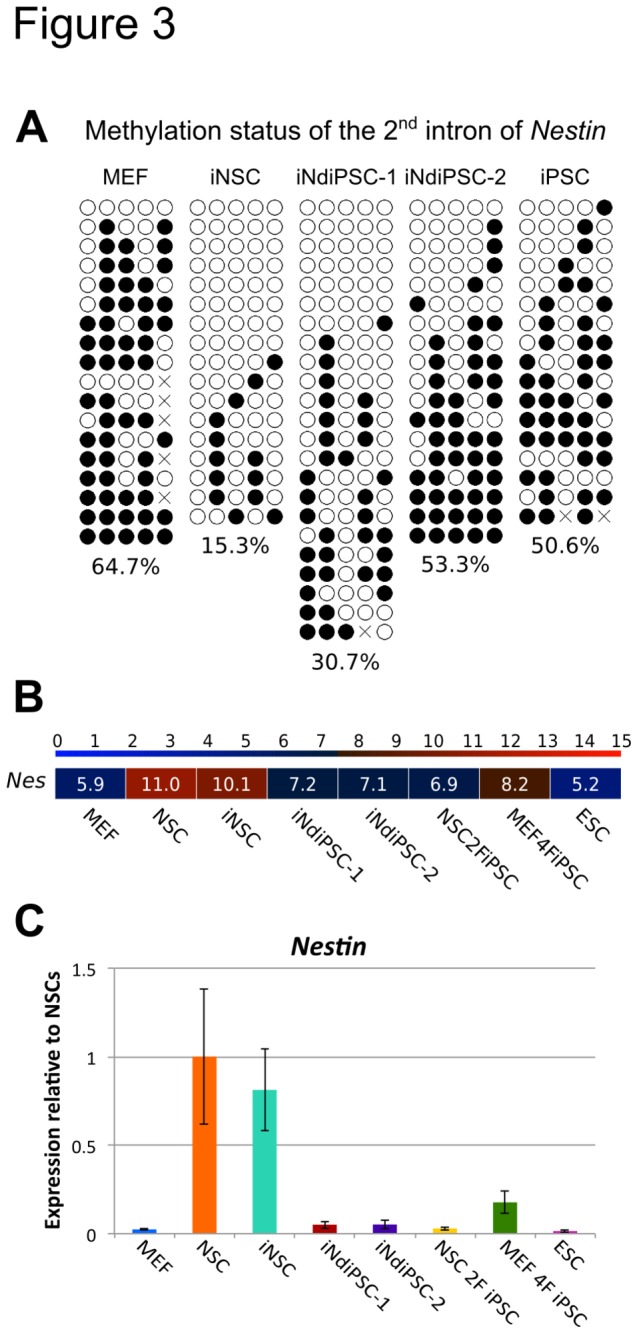
Promoter and transcription analysis of Nestin in iNdiPSCs vs. **iNSCs**. (**A**) Methylation analysis of the second intron of Nestin in MEFs, iNSCs, iNdiPSC-1 and -2, and control iPSCs. Open and filled circles represent unmethylated and methylated CpGs, respectively. X represents an undetermined CpG. The percentage of the methylation is depicted beneath each sample. (**B**) Heat map of Nestin expression according to microarray data. Color bar at the top indicates gene expression in log_2_ scale. Red and blue colors represent high and low expression levels, respectively. (**C**) Expression levels of Nestin measured by qRT-PCR. Data were plotted relative to NSCs. Error bars indicate standard error of two different housekeeping genes (*Gapdh* and *Actb*).

**Figure 4:**
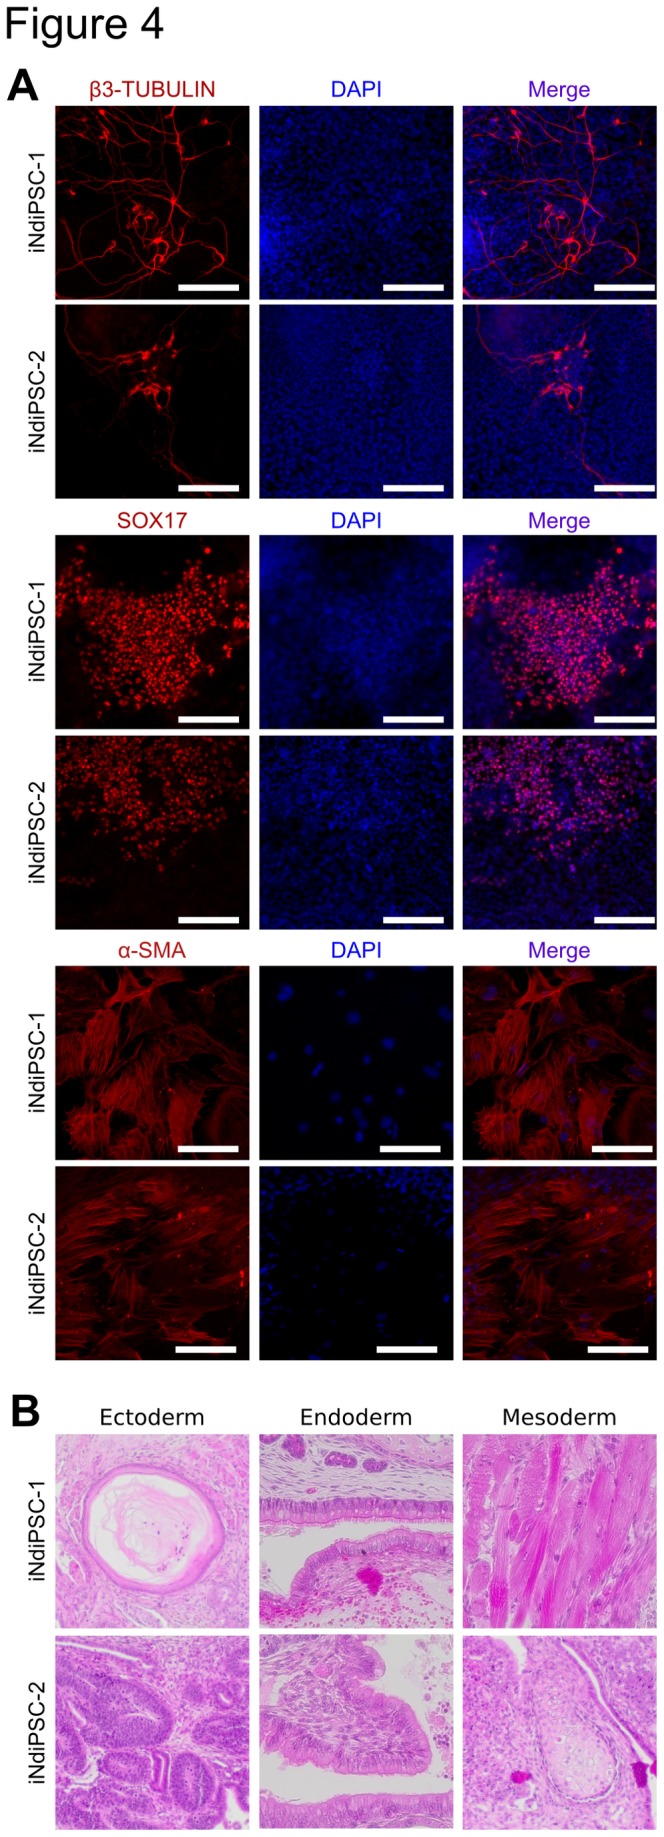
iNdiPSCs can differentiate into cells of all three germ layers *in* *vitro* and *in* *vivo*. (**A**) Immunofluorescence microscopy images of iNdiPSC-1 and -2-differentiated embryoid bodies using antibodies directed against TUBB3/β3-TUBULIN (ectoderm), SOX17 (endoderm), and ACTA2 (α-SMA) (mesoderm). Scale bars, 150 µm. (**B**) Teratoma analysis of iNdiPSC-1 and -2 showing tissues of all three germ layers: ectoderm (neural rosette and keratinocytes), endoderm (gut-like endothelium), and mesoderm (muscle and cartilage).

### iNdiPSCs do not Display MEF or iNSC Transcriptional Memory

In our previous study, we showed that iNSCs exhibited residual MEF transcriptional memory at early stages after reprogramming [6]. To confirm this finding, we screened the global gene expression data, shown in Figure 2, for genes expressed in MEFs and iNSCs, but not in NSCs or ESCs. The filter criteria are thoroughly explained in the Methods section. Indeed, early-passage iNSCs expressed 61 MEF-specific genes (Figure S1), from which the expression of six genes (*Hoxc9*, *Hoxc6*, *Adcy2*, *Cryab*, *Pdzrn3*, and *Anxa5*) was confirmed by qRT-PCR (Figure S2). Consequently, we investigated whether early-passage iNdiPSCs still maintain the MEF transcriptional memory that we detected in the iNSC population. Therefore, we screened for genes expressed in MEFs and iNdiPSCs, but not in NSCs or ESCs. 

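Genes of the Hox family, which give cells their position along the body axis, led the MEF-specific genes found in the iNSCs. *Hoxc9* was detected in MEFs (7.61) and iNSCs (10.90) and not in NSCs, at least 52.5-fold higher in iNSCs than in NSCs, and *Hoxc6* stood at 10.54 in MEFs and 10.82 in iNSCs, at least 49.6-fold above NSCs. *Hoxa7* had levels of 7.98 in MEFs and 10.75 in iNSCs. In all, 13 of the 38 Hox genes on the array passed the filter, and over the 26 that were detected on any array the median log2 difference between iNSCs and NSCs was 1.92 (1.47 with undetected values set to the floor), above all of 10000 random lists of like expression.
The adenylate cyclase gene *Adcy2* was 22.6-fold higher in iNSCs than in NSCs, *Pdzrn3* 14.1-fold and the annexin gene *Anxa5* 5.28-fold. *Cryab*, which encodes a small heat shock protein, had levels of 11.28 in MEFs, 10.61 in iNSCs and 6.75 in NSCs, and *Anxa5* of 12.88 in MEFs and 10.79 in iNSCs. The fibroblast list gave 5 of its 29 genes, among them *Pdgfra* and *Sparc*, while over its 28 detected genes the iNSCs lay below MEFs by a median log2 of -6.03 (-5.69 at the floor). The cell cycle inhibitors *Cdkn2a* and *Cdkn2b* passed too, 2 of 7 on their list.
The filter took probes at least 2-fold higher in iNSCs than in NSCs and at least 2-fold higher in MEFs than in both NSCs and ESCs, detected in MEFs and iNSCs. It kept 285 probes, which name 235 genes (9 probes name none), 16.8% of 1700 MEF-specific probes. By the labels the iNSCs are C3H and the NSCs B6D2F1/J, so strain and origin cannot be separated in the difference between them. Of these 285 probes, 111 were at least 2-fold lower in iNSCs than in MEFs, 154 within 2-fold and 20 at least 2-fold higher. Single arrays were compared, so the counts have no replicate check, and without the background correction 98 probes passed, at a 4-fold threshold 43, on the authors' processed values with no detection filter 549 and with MEFs over at least 1 of NSCs and ESCs 534.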

Only the gene *Hebp2* fulfilled the filter criteria and its expression was confirmed by qRT-PCR (Figure 5A and B). This gene, however, was not expressed in the iNSC intermediate cell type, suggesting that *Hebp2* was nonspecifically upregulated during iPSC derivation. Consequently, we concluded that iNdiPSCs do not exhibit any MEF-transcriptional memory and that the MEF memory retained in early-passage iNSCs is lost when the cells are further reprogrammed into a pluripotent cell type. In addition, we assessed whether early-passage iNdiPSCs retain the iNSC memory of the iNSC intermediate. Hence, we sorted for genes expressed in iNSCs and iNdiPSCs, but not in MEFs or ESCs. 

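*Hebp2*, which encodes a heme-binding protein, stood at log2 levels of 7.21 and 7.18 in the iNdiPSC clones and 6.85 in MEFs. It was not detected in NSCs or ESCs, and both clones together were at least 3.79-fold above ESCs. NSC 2F iPSCs had 5.57 and MEF 4F iPSCs 6.14. *Ly6e*, a gene of the Ly6 family of membrane proteins, was 6.11-fold higher in the clones than in ESCs, at 10.08 and 10.25 against 8.70 in MEFs. *Gpx3*, which encodes a glutathione peroxidase, was 2.16-fold higher, and *Smtn* and *Uvrag* passed as well.
With each clone at least 2-fold above ESCs and NSC 2F iPSCs, and MEFs at least 2-fold above NSCs and ESCs, 9 probes passed. They name 7 genes, the others being *Mxra7* and *Micall2*, the latter with 2 probes, and 1 probe names none. These are 0.529% of the MEF-specific probes. With NSCs in place of MEFs, the same criteria let 12 of 1086 NSC-specific probes pass (1.10%). NSCs were not a source of these cells, but the iNSCs the clones came from resemble them, with 70.8% of the NSC-specific probes at least 2-fold above ESCs. None of the 9 passed without the background correction or at a 4-fold threshold, and with 1 clone alone 15 or 22 passed. On the authors' processed values with no detection filter 51 passed, and with MEFs over at least 1 of NSCs and ESCs 28.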

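In the iNSCs *Hebp2* was not detected, with MEFs at least 3.17-fold and the clones at least 4.05-fold above them. *Ly6e* (5.77), *Smtn* (7.46) and *Uvrag* (7.72) were detected in the iNSCs, each lower than in MEFs and in both clones. *Gpx3* was below detection in the iNSCs (8.85 in MEFs, 8.18 and 8.21 in the clones).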

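The Hox genes that the iNSCs shared with MEFs were low in the iNdiPSCs. *Hoxc9* and *Hoxc6* were detected in neither clone, the first at least 57.1-fold lower than in the iNSCs, and 6 more of the 13 were detected in neither. *Hoxa7* (5.21 and 5.39), *Hoxd8* (5.58 and 5.32) and *Hoxc10* (5.33 and 5.21) were detected in both clones and *Hoxb7* (5.59) and *Hoxd9* (5.24) in 1 each, near the lowest detected values. *Cryab* fell to levels of 5.30 and 5.92 (5.93 in ESCs), 31.8-fold below the iNSCs. *Pdzrn3* was 15.5-fold and *Adcy2* 15.4-fold below the iNSCs, but both stayed above ESCs, *Pdzrn3* at 6.89 and 6.43 against 5.54 and *Adcy2* at 6.49 and 6.12 with no detection in ESCs. In the other iPSC lines *Pdzrn3* was no lower than 6.43, and *Adcy2* stood at 6.71 in MEF 4F iPSCs and 5.41 in NSC 2F iPSCs. *Anxa5* was 4.59-fold lower in the clones than in the iNSCs, at 8.48 and 8.70 against 8.19 in ESCs.
Of the 285 MEF-specific probes kept in the iNSCs, 202 (70.9%) were at least 2-fold above ESCs in the iNSCs themselves. In iNdiPSC-1 this held for 24 (8.42%), in the second clone for 13 (4.56%) and in both for 11 (3.86%). In NSC 2F iPSCs, which had never been MEFs, it held for 38 (13.3%), and in MEF 4F iPSCs for 60 (21.1%). The fibroblast list stood above ESCs by a median log2 of 1.14 in NSC 2F iPSCs (1.00 with undetected values set to the floor) and 1.25 in MEF 4F iPSCs (1.02), and by 0.43 (0.11) and 0.22 (-0.18) in the clones, so NSC 2F iPSCs are not a baseline free of fibroblast transcripts. Since the 285 probes were chosen for a high level in iNSCs, their fall is larger than that of all 1700 MEF-specific probes, of which 25.3% were at least 2-fold above ESCs in iNSCs, 9.59% in iNdiPSC-1, 7.53% in the second clone, 5.94% in both, 12.2% in NSC 2F iPSCs and 18.7% in MEF 4F iPSCs. The median log2 difference from ESCs over the 285 probes was 0.14 in iNdiPSC-1, 0.09 in the second clone, 0.25 in NSC 2F iPSCs and 1.68 in the iNSCs. The share in both clones was 2.81% with 75th percentile scaling, 0.351% without the background correction and 9.12% on the authors' processed values.
Because 1 gene passed its filter and this gene was not expressed in the iNSCs, the paper concludes that the iNdiPSCs carry no transcriptional memory of MEFs and that the memory held by the iNSCs is lost on the way to pluripotency.

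**Figure D2:**
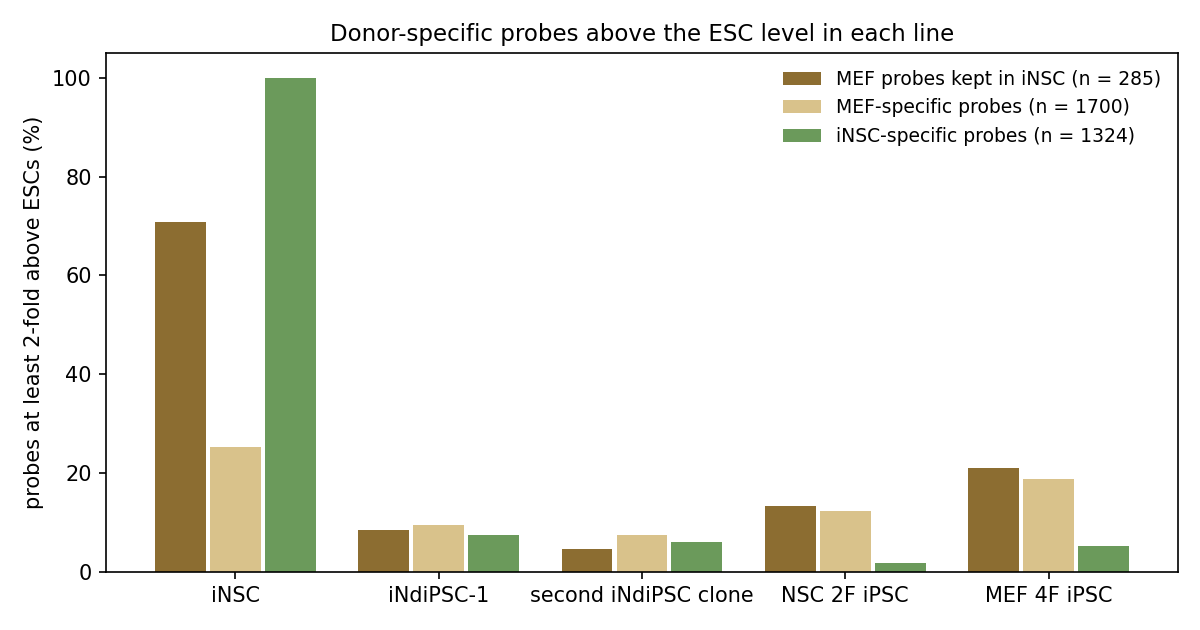
Percent of probes at least 2-fold above ESCs (vertical axis) in 5 lines (horizontal axis), for the MEF-specific probes kept in iNSCs (dark brown, 285 probes), all MEF-specific probes (light brown, 1700) and the iNSC-specific probes (green, 1324, which are at least 2-fold above ESCs in iNSCs by definition). The dark brown bar stands at 70.9% in iNSCs, 8.42% in iNdiPSC-1, 4.56% in the second clone, 13.3% in NSC 2F iPSCs and 21.1% in MEF 4F iPSCs, and the light brown bar at 25.3%, 9.59%, 7.53%, 12.2% and 18.7%.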

Only three potential genes were found, namely *Tpmt, Acsl6*, and *Atp1b2* (Figure 5A). However, qRT-PCR analysis did not confirm the expression pattern of *Tpmt* in iNdiPSCs (Figure 5B). In addition, the expression levels of *Atp1b2* were comparable in all pluripotent cell lines, excluding a NSC-specific memory (Figure 5B). Moreover, residual *Acsl6* expression was detected not only in iNdiPSCs, but also in MEF 4F iPSCs (Figure 5B). 

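*Tpmt*, which encodes thiopurine methyltransferase, had log2 levels of 8.45 in iNSCs and 8.77 and 8.73 in the iNdiPSC clones, against 6.15 in ESCs, 5.80 in MEF 4F iPSCs, 5.58 in MEFs and 6.43 in NSCs. *Acsl6*, which encodes an acyl-CoA synthetase, had 7.18 in iNSCs, 7.53 in NSCs and 7.08 and 6.87 in the clones. It was not detected in MEFs or ESCs, and the clones were at least 3.25-fold above ESCs. *Atp1b2*, the gene of a sodium pump subunit found in glia, was 2.60-fold higher in the clones than in ESCs and 8.82-fold lower than in the iNSCs.
Each clone had to be at least 2-fold above ESCs and MEF 4F iPSCs, and iNSCs at least 2-fold above MEFs and ESCs. This let 16 probes pass, which name 15 genes, 1.21% of 1324 iNSC-specific probes. *Lrp6*, a Wnt co-receptor gene that was not detected in ESCs either, stood at 7.22 and 7.02 in the clones and 7.27 in iNSCs, and *Plekhb1* fell from 10.30 in iNSCs to 8.54 and 8.67. *Tpmt*, *Lrp6*, *Ankrd61* and *Abhd1* are 4 probes of the 16 on which all arrays of the strain C3H stand at least 2-fold apart from all of B6D2F1/J. With MEFs, the cell type from which the iNSCs had been made, in place of the iNSCs, 14 of the 1700 MEF-specific probes passed (0.824%). By the labels, the MEF array is of the strain B6D2F1/J and the iNSCs are C3H. Without the background correction or at a 4-fold threshold 1 probe passed, with 75th percentile scaling 10, and with 1 clone alone 27 or 35. On the authors' processed values with no detection filter 88 passed, and with iNSCs over at least 1 of MEFs and ESCs 42.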

As MEFs do not express *Acsl6*, we speculated that expression of *Acsl6* might be a nonspecific effect of the pluripotency induction process rather than a residual NSC-specific transcriptional signature. Thus, we concluded that iNdiPSCs do not exhibit any MEF or iNSC transcriptional memory. 

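Of the 1324 iNSC-specific probes, 66 (4.98%) were at least 2-fold above ESCs in both iNdiPSC clones, 100 (7.55%) in iNdiPSC-1 and 80 (6.04%) in the second clone. In MEF 4F iPSCs, which had never been neural cells, this held for 69 (5.21%), and in NSC 2F iPSCs for 25 (1.89%). On the authors' processed values the share in both clones was 9.29%, and without the background correction 0.906%.
The neural genes *Olig1* and *Olig2*, with levels of 14.29 and 8.71 in the iNSCs, were not detected in either clone. All 3 control pluripotent lines had *Olig1*, so its absence sets the clones apart from these lines and does not measure lost iNSC expression alone. Of 18 neural genes, 3 were at least 2-fold above ESCs and 2 at least 2-fold below them in each clone. On the arrays, *Acsl6* was detected in MEF 4F iPSCs at 5.44 and in NSC 2F iPSCs at 5.58, below the clones, and *Atp1b2* stood at 6.84 and 6.59 in the clones and between 5.19 and 5.50 in the other 3 pluripotent lines. By qRT-PCR in the paper, *Tpmt* was not verified, *Atp1b2* was comparable in all pluripotent lines and *Acsl6* was seen in MEF 4F iPSCs as well, which the paper, as MEFs lack it, speculates to be a nonspecific effect of inducing pluripotency. From this, and from *Hebp2* not being expressed in iNSCs, it concludes that the iNdiPSCs keep neither an iNSC nor a MEF signature.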

As a control, we assessed the residual expression of MEF- and NSC-specific genes in MEF 4F iPSCs and NSC 2F iPSC, respectively. 

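Genes of the epidermis were among the MEF-specific genes of the MEF 4F iPSCs. *Krt14*, a keratin gene of basal epidermis, had a log2 level of 10.61, at least 40.4-fold above ESCs and at least 43.8-fold above NSC 2F iPSCs, and 30.9-fold above MEFs themselves (5.66). *Ly6c1*, which encodes a Ly6 membrane protein, stood at 9.43, against 10.63 in MEFs and no detection in ESCs, NSC 2F iPSCs or either iNdiPSC clone (at least 17.8-fold above ESCs). *Cxcl1*, which encodes a chemokine, stood at 8.69 against 9.31 in MEFs, at least 10.7-fold above ESCs and 3.86-fold above NSC 2F iPSCs. *Tgfbr2*, a receptor gene of the TGF-beta pathway, had 9.20, and *Cd44*, which encodes a hyaluronan receptor, 8.16, against 5.64 and no detection in ESCs.
With MEF 4F iPSCs at least 2-fold above ESCs and NSC 2F iPSCs and MEFs at least 2-fold above NSCs and ESCs, 120 probes passed, which name 93 genes (10 probes name none). They are 7.06% of the 1700 MEF-specific probes, while 30 NSC-specific probes passed the same criteria (2.76%). Of the epidermis list, *Cdsn*, *Krt14*, *S100a7a* and *Tfap2a* were among them, and all 8 genes of that list detected on any array were at least 2-fold above ESCs and NSC 2F iPSCs. The fibroblast list held 1 of the 93 genes, *S100a4*. Its median in MEF 4F iPSCs was 1.25 above ESCs (log2) and -0.11 against NSC 2F iPSCs. Without the background correction 18 probes passed, at a 4-fold threshold 11, on the authors' processed values with no detection filter 261 and with MEFs over at least 1 of NSCs and ESCs 189, with no replicate check in any case.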

As shown in Figure 5C, MEF 4F iPSCs express 23 MEF-specific genes, and the expression of four of these genes (*Ly6a*, *Crct1*, *Ly6c1*, and *Cxcl1*) was validated by qRT-PCR (Figure 5D). 

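In NSC 2F iPSCs, 2 probes passed the filter for genes of NSCs. *Tmem47* had a log2 level of 8.07, 3.76-fold above ESCs (6.16), with 6.83 in MEF 4F iPSCs, 9.22 in NSCs and 7.47 in MEFs. *Sesn3*, which encodes a sestrin, had 6.43, 2.18-fold above ESCs (5.31), with 7.22 in NSCs. They are 0.184% of 1086 NSC-specific probes. With MEFs in place of NSCs, 24 of the 1700 MEF-specific probes passed the same criteria (1.41%), in cells where the fibroblast list stood above ESCs by a median log2 of 1.14 (1.00 with undetected values set to the floor). With 75th percentile scaling 1 probe passed, without the background correction or at a 4-fold threshold none did, on the authors' processed values with no detection filter 56 and with NSCs over at least 1 of MEFs and ESCs 12.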

In the case of NSC 2F iPSCs, no genes fulfilled the filter criteria for NSC transcriptional memory. Thus, our results suggest that early-passage iNSCs retain a stronger cell-of-origin transcriptional memory than early-passage iPSC lines.

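By share of the donor's specific probes, the iNSCs held the most, followed by MEF 4F iPSCs, with the iNdiPSC clones and NSC 2F iPSCs far lower. Among the probes higher in the derived line than in its comparison lines, whatever their source, MEF-specific probes made up 25.1% of 1134 in iNSCs and 32.1% of 374 in MEF 4F iPSCs. In the iNdiPSC clones they made up 6.57% of 137, and iNSC-specific probes 8.79% of 182. In NSC 2F iPSCs, NSC-specific probes made up 2% of 100. By comparison, of all probes detected in the derived line, MEF-specific probes made up 8.39% in iNSCs, 9.88% in MEF 4F iPSCs and 8.69% in both clones, iNSC-specific probes 6.49% in both clones, and NSC-specific probes 4.87% in NSC 2F iPSCs. These shares do not give the value without change, because the donor and the derived line are compared with the same single arrays, whose noise raises the overlap. In 100 simulations of lines equal to their comparison lines, with the noise seen between the 2 clones, MEF-specific probes made up 12.5% of a mean of 26.4 passing probes in iNSCs and 11.2% of 4.84 in MEF 4F iPSCs, NSC-specific probes made up 8.40% of 5.24 in NSC 2F iPSCs, above the 2% observed, and no probe passed in the clones. Noise between lines was not measured, so a distance from these shares is not read as memory alone. By the labels, the iNSCs and the clones also differ in strain from their comparison lines, while MEF 4F iPSCs and NSC 2F iPSCs do not. The iNSC filter compares iNSCs with NSCs alone and the filters for pluripotent lines compare each with 2 pluripotent lines, so the shares of the 2 kinds are not on one footing. The iNdiPSC filters also asked for both clones, and those of the other iPSC lines for 1 array. With 1 clone alone, 15 or 22 MEF-specific and 27 or 35 iNSC-specific probes passed, in place of 9 and 16.
From the counts of genes that passed in each line, the paper proposes that iNSCs of early passage hold more memory of their cell of origin than iPSC lines of early passage.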

**Figure 5:**
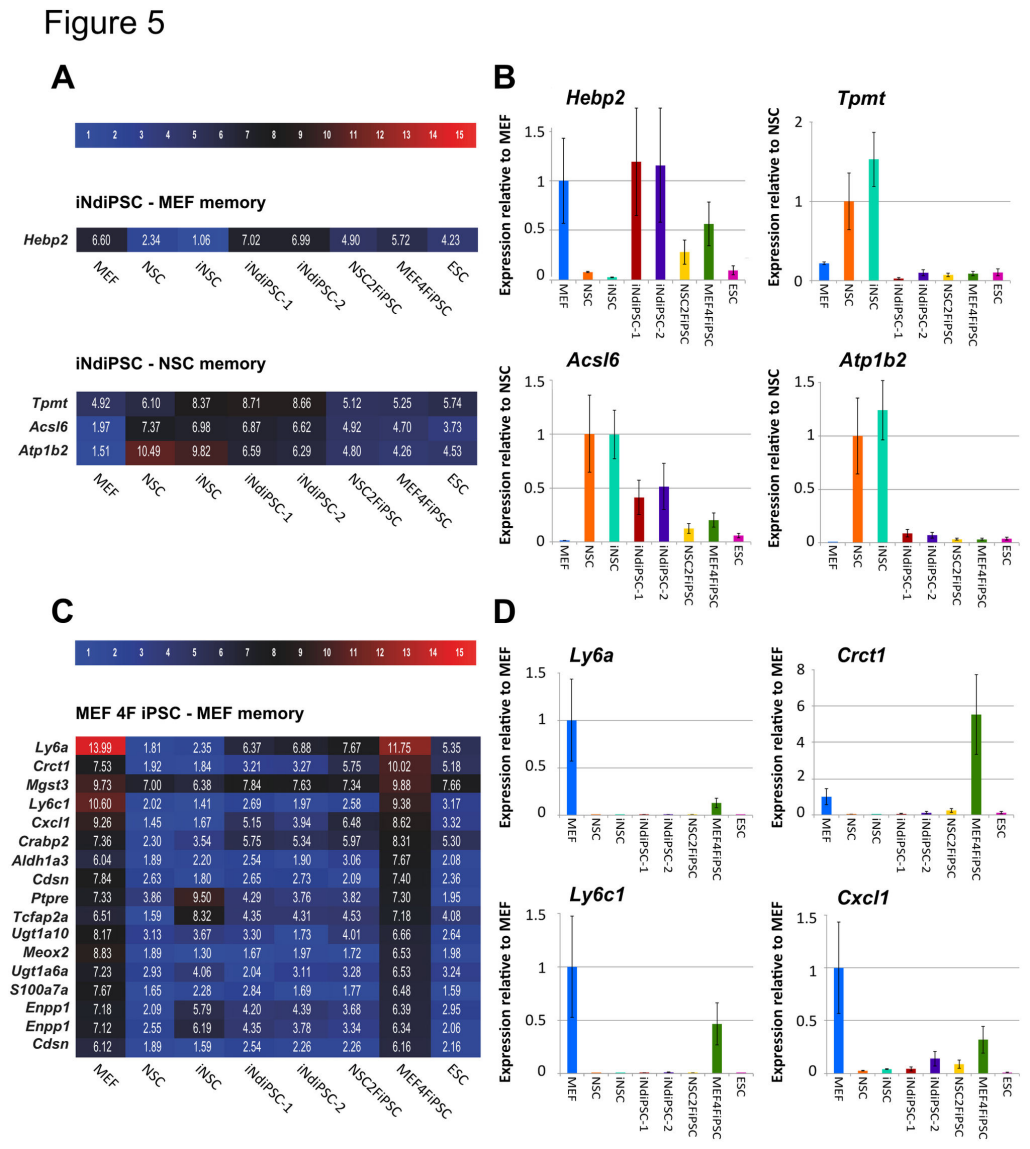
iNdiPSCs do not retain a donor-cell type transcriptional memory. (**A**) Heat map of potential memory genes in iNdiPSCs. The filter criteria are listed in the Methods section. Color bar at the top indicates gene expression in log_2_ scale. Red and blue colors represent high and low expression levels, respectively. (**B**) Gene expression of potential NSC or MEF memory genes in iNdiPSCs was verified by qRT-PCR. Data were plotted relative to NSCs or MEFs in the case of NSC or MEF memory, respectively. Error bars indicate standard error of two different housekeeping genes (*Gapdh* and *Actb*). (**C**) Heat map of potential MEF memory genes in MEF 4F iPSCs. The filter criteria are listed in the Methods section. Color bar at the top indicates gene expression in log_2_ scale. Red and blue colors represent high and low expression levels, respectively. (**D**) Gene expression of selected potential MEF memory genes in MEF 4F iPSCs was verified by qRT-PCR. Data were plotted relative to MEFs. Error bars indicate standard error of two different housekeeping genes (*Gapdh* and *Actb*).

### iNdiPSCs do not Present any Bias in their Differentiation Potential

Even in the absence of a detectable transcriptional memory, iPSCs can retain donor-cell type epigenetic marks that predispose for differentiation toward the cell lineage of origin [8,10]. Therefore, we investigated whether iNdiPSCs exhibit a differentiation potential bias. iNdiPSCs, MEF 4F iPSCs, NSC 2F iPSCs, and ESCs were differentiated *in vitro* by using embryoid body formation, a method that promotes stochastic differentiation into all germ layers. Three independent experiments were conducted to analyze statistically significant variations. At two weeks of differentiation, the expression of endoderm (*Sox17*), mesoderm (*T* and *Bmp4*), neuro-ectoderm (*Sox1*, *Otx2*, and *Pax6*), germline (*Dppa3*), neural (*Tubb3* and *Mpa2*), and osteogenic (*Runx2*, *Sp7, Bglap*, and *Ibsp*) marker genes was analyzed by qRT-PCR (Figure 6A-F). Undifferentiated iNdiPSCs that do not express the selected lineage-specific marker genes were used as a negative control. Of note, *Dppa3* and *Otx2* are also present in pluripotent cells [12,13] and could, therefore, be detected in undifferentiated iNdiPSCs. In comparison with ESCs, iNdiPSCs did not show a significant increase in any of the studied genes, thus excluding a preferential differentiation bias into any specific cell lineage. As an exception, *Runx2* expression levels were significantly higher in iNdiPSC clone 2, but not in clone 1. However, iNdiPSC clone 2 did not present a predisposition toward the osteogenic lineage since the other osteogenic markers were not upregulated. Furthermore, MEF 4F iPSCs, NSC 2F iPSCs, and iNdiPSC clone 2 exhibited a significant decrease in the expression levels of several neuro-ectodermal, neural and germline markers (Figure 6C, E and D). In contrast, the differentiation profile of iNdiPSC clone 1 resembled control ESCs, demonstrating that iNdiPSCs are not intrinsically impaired in the differentiation toward the neural lineage. Finally, no significant differences between either iNdiPSC clone and MEF 4F iPSCs or NSC 2F iPSCs could be determined in all analyzed marker genes. Therefore, the differentiation potential of iNdiPSCs is similar to that of control iPSCs derived from MEFs and NSCs. In summary, reprogramming to pluripotency resets the MEF, NSC, and iNSC transcriptional program to an equivalent state and eliminates any bias in the differentiation potential.

**Figure 6:**
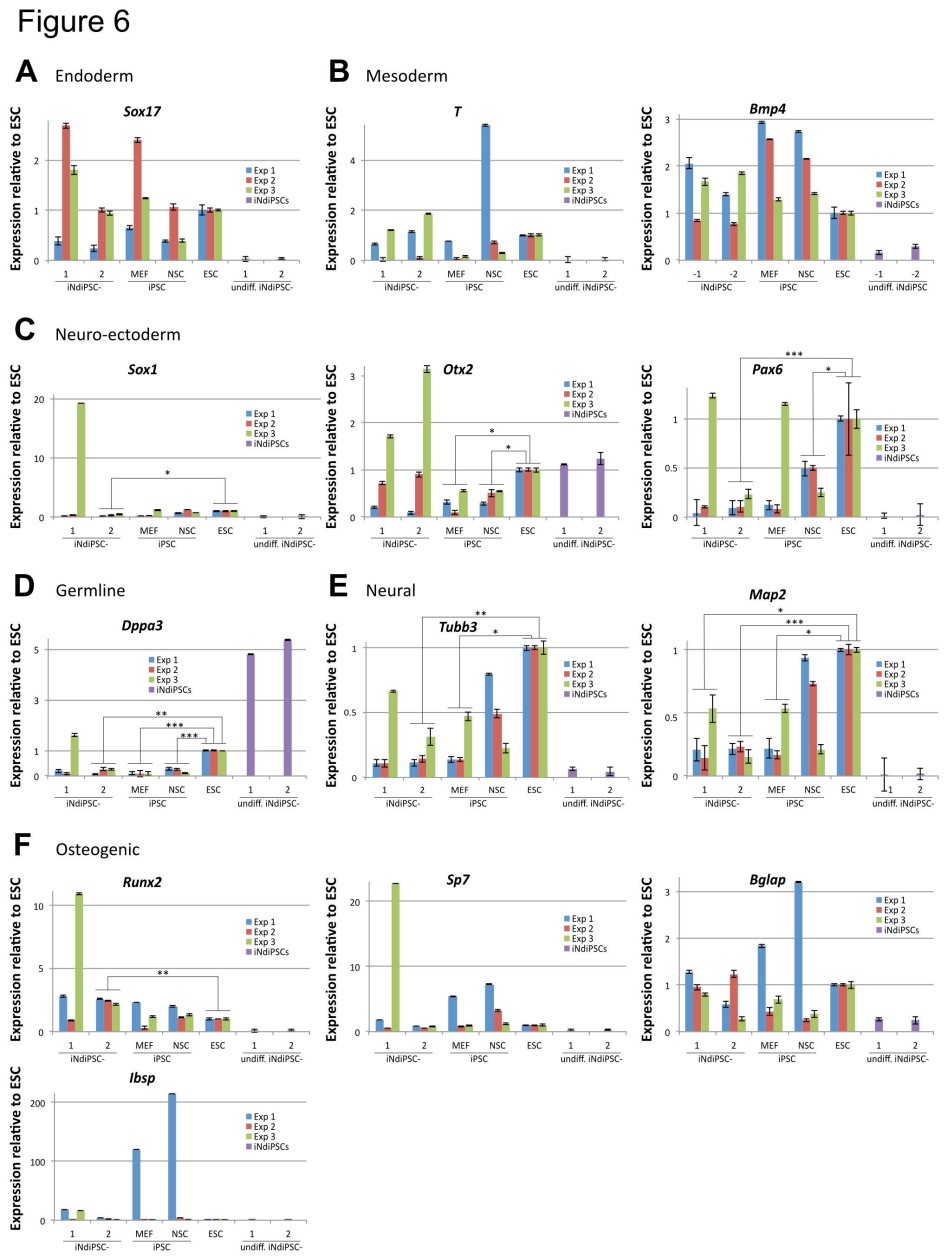
iNdiPSCs do not show a differentiation bias. Differentiated embryoid bodies of iNdiPSC-1 and -2, MEF 4F iPSCs (MEF iPSC), NSC 2F iPSCs (NSC iPSC) and control ESCs (ESC) were analyzed for the expression of (**A**) endoderm, (**B**) mesoderm, (**C**) (neuro) ectoderm-, (**D**) germline, (**E**) neural, and (**F**) osteogenic markers. The data of three independent experiments (Exp 1, Exp 2, and Exp 3) were plotted relative to ESCs. Additionally undifferentiated iNdiPSCs (undiff. iNdiPSC-1 and -2) are depicted as a control. Error bars indicate standard error of triplicate values. All data were normalized to RpI37a. Statistical significance was determined by performing Student’s *t*-test and indicated with asterisks *p ≤ .01, **p ≤ .001, ***p ≤ .0001.

## Discussion

Primed pluripotent iEpiSCs, which are converted directly from MEFs, have been further reprogrammed into naïve pluripotent iPSCs after the forced expression of *Klf4* [2]. However, the ability of induced somatic cells to be subsequently reprogrammed into the pluripotent cell state has not been previously tested. Our study shows that fibroblast-derived iNSCs can be further reprogrammed to pluripotency using two transcription factors, as described for brain-derived NSCs [3]. Therefore, our results demonstrate that several cell fates can be consecutively induced from the same initial cell type.

Several studies have reported that iPSCs retain the transcriptional and epigenetic memory of the cell of origin and that this residual memory can influence their differentiation potential [10]. Our analysis indicates that iPSCs derived from MEFs, NSCs, and iNSCs do not exhibit the transcriptional signature of the initial cell type. 

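In iNSCs, *Hoxc9* was 9.79-fold and *Adcy2* 5.35-fold higher than in MEFs, larger than the 2-fold threshold used between arrays, while *Pdzrn3* (1.27-fold) and *Hoxc6* (1.22-fold) were within it. *Aldh1l2* stood 10.0-fold above MEFs. *Cryab* and *Anxa5* were lower in iNSCs than in MEFs, by 1.60-fold and 4.25-fold. Over all the MEF-specific probes kept in the iNSCs, 68 of 285 were at or above the MEF value, and the median log2 difference between iNSCs and MEFs was -0.63. In MEF 4F iPSCs, 21 of the 120 probes were at or above the MEF value and 10 at least 2-fold above it, *Krt14* among them, with *Msln* at 9.35 against 6.14 in MEFs and *S100a8* at 7.92 against 5.43. *Crtc1* was not detected in MEFs or in MEF 4F iPSCs, and was detected in NSCs (5.43) and iNSCs (5.59). The Results of the paper name *Crct1* for MEF 4F iPSCs, a gene not named here, and which of the 2 genes is meant stays open. The comparisons are of 1 array with 1 array and have no replicate check. By the labels the iNSCs are C3H and the MEF array B6D2F1/J, so a difference between these arrays can also be one of strain.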

Interestingly, some MEF-specific genes such as *Crtc1* in MEF 4F iPSCs or *Hoxc9*, *Adcy2*, *Pdzrn3*, and *Hoxc6* in iNSCs were expressed at higher levels in MEF 4F iPSCs and iNSCs compared with the initial MEF population. This gene expression pattern does not correlate with transcriptional memory, for which gene expression levels should be similar or lower than those of the starting cell type. Rather, we propose that this upregulation in expression levels might be a nonspecific effect of the reprogramming process. 

Somatic cell memory has been reported to be transient and to be attenuated with further passaging in mouse iPSCs [7]. However, these observations remain controversial, as another report detected residual donor-cell type memory in human iPSCs even at late passages [10]. It is intriguing that all the studies reporting a permanent memory of the cell of origin have been conducted in human iPSCs [8,10,14,15]. Thus, the discrepancy between these studies could be due to the different naïve and primed pluripotent cell stages exhibited by mouse and human iPSCs, respectively [16]. We speculate that naïve pluripotent cells might erase the residual donor cell memory more efficiently than primed pluripotent cells, suggesting that the ability to reset the epigenome might correlate with developmental potential. More studies are required to support this hypothesis, which indirectly suggests that somatic cells generated through a direct reprogramming approach might retain a higher level of epigenetic memory than iPSCs. In fact, our data show that the MEF transcriptional signature detected in iNSCs is completely eliminated upon iNdiPSC generation, supporting the hypothesis that reprogramming to pluripotency erases the donor-cell type transcriptional memory more efficiently than reprogramming to a somatic cell state. 

Reprogramming to pluripotency requires several rounds of cell division, which are essential for acquiring the pluripotent cell state and resetting the epigenome [17]. In contrast, direct reprogramming into somatic cells does not involve many cell divisions after viral transduction [18,19]. Furthermore, somatic cells generated via direct reprogramming do not progress through the normal developmental intermediates [5,19]. These mechanistic differences prompt questioning of whether somatic cells differentiated from iPSCs are completely equivalent to their counterparts generated by using a direct reprogramming approach. We have reported the direct reprogramming of fibroblasts into iNSCs that exhibit a gene expression profile similar to brain- and iPSC-derived NSCs [6,20]. iNSCs could differentiate into neurons, astrocytes and oligodendrocytes *in vitro* and *in vivo*, like NSCs established directly from brain or differentiated from iPSCs, [6,20]. Furthermore, iNSCs do not induce tumorigenesis in long-term transplantation assays (Figure S3), as it has also been described for brain- and iPSC-derived NSCs [20,21]. In spite of their similarities, global epigenetic analysis comparing the epigenomes of the NSCs generated by each of the different methods has yet to be performed. As shown for iPSCs, the memory of the cell of origin is more strongly retained at the epigenetic (e.g. methylation patterns) than at the transcriptional level [7,9]. Therefore, epigenetic studies are required to compare directly converted somatic cells and their counterparts differentiated from iPSCs or the corresponding primary cells isolated from *in vivo* tissues. These studies will help to assess whether different reprogramming strategies generate equivalent cell types, which can be equally applied for therapeutic treatment. 

In summary, we have shown for the first time that an induced somatic cell type, namely iNSCs, can be further reprogrammed to pluripotency. The resultant iNdiPSCs proved to be *bona fide* iPSCs. Our results indicate that iNdiPSCs do not maintain the iNSC/NSC transcriptional memory. Furthermore, the residual MEF transcriptional memory, still present in the iNSC population, is lost during the final reprogramming step. In addition, iNdiPSCs do not show a differentiation bias toward either the mesenchymal or neural cell lineage. Therefore, we conclude that reprogramming to pluripotency erases the transcriptional memory of the donor-cell type in a more efficient manner than conversion to a somatic cell state. Further investigations are required to evaluate residual memories from somatic cells generated by direct conversion or by iPSC-differentiation and to assess the impact on future clinical applications. 

## Methods

### Cell Culture Conditions

iNSCs (passage 22) were generated and cultured as previously reported [6]. In addition, MEF 4F iPSCs (passage 7), iNdiPSCs (passage 10), and NSC 2F iPSCs (passage 7) were cultured on feeder cells in 2i medium as described [2]. 4F corresponds to *Oct4*, *Sox2*, *Klf4*, and *Myc*; 2F corresponds to *Oct4* and *Klf4*.

### Replication-Defective Retroviral Production and Transduction

pMX retroviral plasmids coding for mouse *Oct4* (Addgene # 13366) [1] and *Klf4* (Addgene # 13370) [1] were cotransfected with the pCL-ECO packaging plasmid (Addgene # 12371) into 293T cells using Fugene (Roche). Of note, 293T cells were cultured in iNSC medium during the transfection process. Supernatants were collected after 48 h and filtered using 0.45-µm filters (Millipore). iNSCs were plated on gelatin-coated 6-well plates (10^5^ cells/well) one day prior to transduction. 500 µl of each retroviral supernatant plus 6 µg/ml protamine sulfate (Sigma) were used for infection in a final volume of 2.5 ml of iNSC medium. 48 h after transduction, the supernatant containing the viral particles was removed and the transduced cells were further cultured in 2i medium.

### Alkaline phosphatase staining

Cells were washed with phosphate buffered saline (PBS), fixed for 5 min in 4% paraformaldehyde (PFA) at room temperature, washed twice with PBS, and stained with the SIGMA FAST Fast Red TR/Napthol AS-MX kit (Sigma) for 20 min in the dark at RT.

### Immunocytochemistry

Cells were fixed for 5 min in 4% PFA, washed twice in PBS, and permeabilized with 0.1% Triton X-100 for 10 min. After washing twice with PBS, cells were blocked with 5% bovine serum albumin (BSA) (GIBCO) for 1 h while shaking and incubated for 1 h with the primary antibodies diluted in 1% BSA. The cells were then washed twice and incubated for 1 h with the corresponding secondary antibody diluted in 1% BSA. Finally, cells were washed three times and stained with DAPI. All steps were carried out at RT. The antibodies used and their corresponding dilutions are listed in Table S2.

### RNA extraction, cDNA synthesis, and quantitative real time PCR (qRT-PCR)

RNA was extracted using the QIAGEN RNeasy Mini Kit (QIAGEN) and cDNA synthesis was performed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). qRT-PCR was carried out using iTaq SYBR Green Supermix With ROX (Bio-Rad). The data was plotted using the delta delta Ct algorithm, 2^(-ΔΔCt)^ [22]. Primers are listed in Table S2. 

### Methylation analysis

Methylation analysis was performed as described in our previous publication [6]. Primers are listed in Table S2.

### Chromosome spread

Chromosome spreads were performed as reported previously [2].

### *In vitro* differentiation

Embryoid bodies were generated using the hanging-drop method (600–800 cells per 20 µl drop in MEF medium). Three days later, the embryoid bodies that had formed were transferred onto gelatin-coated dishes and cultured for 10–14 days. Finally, the differentiated embryoid bodies were analyzed for the expression of cell lineage–specific markers by immunostaining or qRT-PCR. MEF medium was composed of DMEM, 20 % fetal bovine serum, 1X MEM non-essential amino acids, 1X L-Glutamine with Pen/Strep, and 0.1 mM β-mercaptoethanol (all GIBCO). 

### Teratoma formation

1 x 10^6^ iNdiPSCs were injected subcutaneously into SCID mice. Tumors were resected after 4 weeks, fixed in 4% PFA, and embedded in paraffin. Paraffin sections were mounted onto glass slides and stained with hematoxylin and eosin. This study was performed in accordance with the recommendations of the Federation of Laboratory Animal Science Associations (FELASA). The corresponding ethics protocol, covering the experiments of teratoma formation in mice, was approved by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of the state of North Rhine-Westphalia, Germany. Teratoma formation was approved by permit number 87-51-04-2010-A387. In addition, 1 x 10^6^ iNSCs were transplanted into the contused thoracic spinal cord of Sprague-Dawley rats 9 days after injury as previously described [23]. PBS and control NSCs were used as controls. Spinal cords were collected 12 weeks after transplantation, fixed and stained with hematoxylin and eosin to assess the presence of tumors. The Institutional Animal Care and Use Committee of Dankook University approved all animal care and surgical procedures (Approval No. DKU 12-020). Every effort was made to minimize suffering. 

### Microarray analysis

Microarray analysis was performed as described in our previous publication [24]. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE44284. Different filter criteria were used in the transcriptional memory analysis. NSC memory in iNdiPSCs: (i) at least 2-fold higher expression in iNdiPSCs compared with ESCs, (ii) at least 2-fold higher expression in iNdiPSCs compared with MEF 4F iPSCs, and (iii) at least 2-fold higher expression in iNSCs compared with MEFs or ESCs. MEF memory in iNdiPSCs: (i) at least 2-fold higher expression in iNdiPSCs compared with ESCs, (ii) at least 2-fold higher expression in iNdiPSCs compared with NSC 2F iPSCs, and (iii) at least 2-fold higher expression in MEFs compared with NSCs or ESCs. MEF memory in MEF 4F iPSCs: (i) at least 2-fold higher expression in MEF 4F iPSCs compared with ESCs, (ii) at least 2-fold higher expression in MEF 4F iPSCs compared with NSC 2F iPSCs, and (iii) at least 2-fold higher expression in MEFs compared with NSCs or ESCs. NSC memory in NSC 2F iPSCs: (i) at least 2-fold higher expression in NSC 2F iPSCS compared with ESCs, (ii) at least 2-fold higher expression in NSC 2F iPSCs compared with MEF 4F iPSCs, and (iii) at least 2-fold higher expression in NSCs compared with MEFs or ESCs. MEF memory in iNSCs: (i) at least 2-fold higher expressed in iNSCs compared with NSCs, and (ii) at least 2-fold higher expressed in MEFs compared with NSCs or ESCs. 

## Supporting Information

Figure S1 **Heat map of potential MEF memory genes in iNSCs.** The filter criteria are listed in the Methods section. Color bar at the top indicates gene expression in log_2_ scale. Red and blue colors represent high and low expression levels, respectively.
(TIF)

Figure S2 **Gene expression levels of selected MEF memory genes were verified in iNSCs using qRT-PCR.** Data were plotted relative to MEFs. Error bars indicate standard error of two different housekeeping genes (*Gapdh* and *Actb*).
(TIF)

Figure S3 **Analysis of tumor formation in rat spinal cords after iNSCs (n=5), control NSCs (cNSCs, n=5) and PBS (vehicle, n=5) transplantation.** Hematoxylin/eosin stained sagittal sections did not show any tumor formation 12 weeks after engraftment.
(TIF)

Table S1 **iNdiPSC reprogramming efficiency.**
(PDF)

Table S2 **List of primers and antibodies used in this study.**
(PDF)

# Supplementary material for: Reprogramming to Pluripotency through a Somatic Stem Cell Intermediate
**Source:** PLoS One. 2013 Dec 27;8(12):e85138. doi: 10.1371/journal.pone.0085138
**Supplement:** Table S1 — iNdiPSC reprogramming efficiency.

Supplementary Table S1

	**No. of AP+ colonies well #1**	**No. of AP+ colonies well #2**	**Mean ± SD**	**Efficiency**
**Experiment 1**	**56**	**44**	**50 ± 8.5**	**0.05%**
**Experiment 2**	**88**	**88**	**88 ± 0**	**0.088%**

Supplementary Table S1

Number of alkaline phosphatase positive (AP+) colonies in two independent reprogramming experiments after 22 and 19 days after transduction, respectively. 100,000 iNSCs were plated in one well of a 6-well plate in duplicates and the reprogramming efficiency was calculated accordingly. SD: standard deviation.

# Supplementary material for: Reprogramming to Pluripotency through a Somatic Stem Cell Intermediate
**Source:** PLoS One. 2013 Dec 27;8(12):e85138. doi: 10.1371/journal.pone.0085138
**Supplement:** Table S2 — List of primers and antibodies used in this study.

Supplementary Table S2

**Primary antibodies**		
Anti-NANOG	REC-RCAB0002P-F, Cosmo Bio Co.	1:1000
Anti-SSEA1	MC-480, Millipore	1:160
Anti-TUBB3	T8660, Sigma	1:2000
Anti-ACTA2	M0851, Dako	1:200
Anti-SOX17	AF1924, R&D Systems	1:100
**Secondary antibodies**		
Goat anti-rabbit	Alexa Fluor 568, A-11011, Invitrogen	1:2000
Rabbit anti-mouse	Alexa Fluor 568, A-11061, Invitrogen	1:2000
Rabbit anti-goat	Alexa Fluor 568, A-11079, Invitrogen	1:2000
**Quantitative real-time PCR primer**		
<i>c-Myc</i> forward	CTGCGTGACCAGATCCCTGA	
<i>c-Myc</i> reverse	GCTTGTGCTCGTCTGCTTGAA	
<i>Klf4</i> forward	TGTGTCGGAGGAAGAGGAAGC	
<i>Klf4</i> reverse	ACGACTCACCAAGCACCATCA	
<i>Oct4</i> forward	TGTTCCCGTCACTGCTCTGG	
<i>Oct4</i> reverse	TTGCCTTGGCTCACAGCATC	
<i>Sox2</i> forward	TTCGAGGAAAGGGTTCTTGCTG	
<i>Sox2</i> reverse	TCCTTCCTTGTTTGTAACGGTCCT	
<i>Nanog</i> forward	GAACGGCCAGCCTTGGAAT	

<i>Nanog</i> reverse	GCAACTGTACGTAAGGCTGCAGAA
<i>Rex1</i> forward	GGCTGCGAGAAGAGCTTTATTCA
<i>Rex1</i> reverse	AGCATTTCTTCCCGGCCTTT
<i>Rpl37a</i> forward	ACTTGCTCCTTCTGTGGCAAGAC
<i>Rpl37a</i> reverse	TTCATGCAGGAACCACAGTGC
pMX- <i>Oct4</i> forward	GATCCCAGTGTGGTGGTACGG
pMX- <i>Oct4</i> reverse	GGCGAAGTCTGAAGCCAGGT
pMX- <i>Sox2</i> forward	GATCCCAGTGTGGTGGTACGG
pMX- <i>Sox2</i> reverse	GGCTTCAGCTCCGTCTCCAT
pMX- <i>Brn4</i> forward	GGGTGGACCATCCTCTAGACT
pMX- <i>Brn4</i> reverse	ATGGACAAGGGAGCTGGAAC
pMX- <i>Myc</i> forward	GATCCCAGTGTGGTGGTACGG
pMX- <i>Myc</i> reverse	TCGAGGTCATAGTTCCTGTTGGTG
pMX- <i>Klf4</i> forward	GATCCCAGTGTGGTGGTACGG
pMX- <i>Klf4</i> reverse	GTGGAGAAGGACGGGAGCAG
<i>Nestin</i> forward	GCTGGACTGGAACCTCGAGC
<i>Nestin</i> reverse	GATGGGTGAATGGCCTCCTC
<i>Tpmt</i> forward	GCTTGCTGTCTTCAGTTGCTTCA
<i>Tpmt</i> reverse	AGAAGGCCTGGCGTTTCAGA
<i>Acsl6</i> forward	GGCTAAGAGACCGGAGCTGAGA
<i>Acsl6</i> reverse	TGGAGCTTCACACGGAGACTAAGTAA
<i>Atp1b2</i> forward	TACTCAGGCGGGCTTGACCT
<i>Atp1b2</i> reverse	CCCTGGGAAGGAGAATTTGAAAG
<i>Hebp2</i> forward	CCTACGCTACATGACAGGTGTGC

<i>Hebp2</i> reverse	GTTGGACAGAGAATGTCCATACAACCT
<i>Ly6a</i> forward	CCCAATGACCTCCACCCTTG
<i>Ly6a</i> reverse	CACTACTCCCACCTTGGAGCTTCT
<i>Crct1</i> forward	TCACCCTGTTCTTAGACCTGTCCTC
<i>Crct1</i> reverse	TGCACAACCTCCTGCCCATA
<i>Ly6c1</i> forward	GGACTGCAGTGCTACGAGTGCTA
<i>Ly6c1</i> reverse	GCAATGCAGAATCCATCAGAGG
<i>Cxcl1</i> forward	AGGACATGTGTGGGAGGCTGT
<i>Cxcl1</i> reverse	AAATGTCCAAGGGAAGCGTCA
<i>Hoxc9</i> forward	TTGCGATGTGGGAGGGTTAAG
<i>Hoxc9</i> reverse	CAGTTTCTCTCCTGCCTCCTCCT
<i>Hoxc6</i> forward	AAATGCCCAGTCCAGGCAAA
<i>Hoxc6</i> reverse	GAAATATTACACAGAAACGGTCACAG
<i>Adcy2</i> forward	GTCTCATTGCCAGTGGTCATCC
<i>Adcy2</i> reverse	ACGTGCTGCTGCCACAAGA
<i>Cryab</i> forward	GAGTCCTCACTGTGAATGGACCAA
<i>Cryab</i> reverse	GGCGACAGCAGGCTTCTCTT
<i>Pdzrn3</i> forward	TGGACGCTTAAAGCATGTTTGC
<i>Pdzrn3</i> reverse	ACAGGTCTCCATCCGCGACT
<i>Anxa5</i> forward	GCCCACCATCAGCTTTCCTC
<i>Anxa5</i> reverse	AAGGGCGGGACACTGCTTT
<i>Gapdh</i> forward	CCAATGTGTCCGTCGTGGAT
<i>Gapdh</i> reverse	TGCCTGCTTCACCACCTTCT
<i>Actb</i> forward	ACTGCCGCATCCTCTTCCTC

<i>Actb</i> reverse	CCGCTCGTTGCCAATAGTGA
<i>Sox17</i> forward	AGCCATTTCTCCGTGGTGT
<i>Sox17</i> reverse	AACACTGCTTCTGGCCCTCAG
<i>T</i> forward	TTGAACTTTCTCCATGTGCTGA
<i>T</i> reverse	TCCCAAGAGCCTGCCACTTT
<i>Bmp4</i> forward	GGCTGGCCATTGAGGTGACT
<i>Bmp4</i> reverse	TCGGCTGATTCTGACATGCTG
<i>Sox1</i> forward	GGCCGAGTGGAAGGTCATGT
<i>Sox1</i> reverse	TCCGGGTGTTCTTCATGTG
<i>Otx2</i> forward	TGTCCCAGGCTCATTACGTTTCA
<i>Otx2</i> reverse	TCGCACAATCCACACAGCCCT
<i>Pax6</i> forward	CGCGGATCTGTGTTGCTCAT
<i>Pax6</i> reverse	CTTAAATCCATGGCAAATCTTGTCG
<i>Dppa3</i> forward	GCCGCACAGCAGATGTGAA
<i>Dppa3</i> reverse	AAATCTGGATCGTTGTGCATCCT
<i>Bglap</i> forward	TCTCTGACCTCACAGATGCCAAG
<i>Bglap</i> reverse	AGCGCCGGAGTCTGTTCACT
<i>Sp7</i> forward	CCTATGCTCCGACCTCCTCAAC
<i>Sp7</i> reverse	GATGTGAGGCCAGATGGAAGC
<i>Runx2</i> forward	CACCAAGTAGACGCAGATGGTCA
<i>Runx2</i> reverse	CATGGACCGTGGTGTGCTTC
<i>Tubb3</i> forward	TGATGACGAGGAATCGGAAGC
<i>Tubb3</i> reverse	GGACAGATGCTGCTTGTCTTGG
<i>Map2</i> forward	TCAGGCATTTCTCCAAGATTGATG

<i>Map2</i> reverse	CCTACAGAGGGACTTGGCCTCA	
<i>Ibsp</i> forward	GGCTATTGATCAAGCAGCACACA	
<i>Ibsp</i> reverse	TGCGCAGTTAGCAATAGCACAAA	
**Bisulfite methylation analysis primer**		
<i>Oct4</i> promoter 1 st forward	TTTGTTTTTTTATTTATTTAGGGGG	299 bp, 45 °C
<i>Oct4</i> promoter 1 st reverse	ATCCCCAATACCTCTAAACCTAATC	299 bp, 45 °C
<i>Oct4</i> promoter 2 nd forward	GGGTTAGAGGTTAAGGTTAGAGGG	161 bp, 45 °C
<i>Oct4</i> promoter 2 nd reverse	CCCCCACCTAATAAAAATAAAAAAA	161 bp, 45 °C
<i>Nestin</i> enhancer 1 st forward	TAAAGAGGTTGTTTGGTTTGGTAGT	394 bp, 45 °C
<i>Nestin</i> enhancer 1 st reverse	CTATTCCACTCAACCTTCCTAAAA	394 bp, 45 °C
<i>Nestin</i> enhancer 2 nd forward	TAGTTTTTAGGGAGGAGATTAGAGG	188 bp, 55 °C
<i>Nestin</i> enhancer 2 nd reverse	CTCTTACCCCAAACACAACATAAAAC	188 bp, 55 °C

Supplementary Table S2

List of primary and secondary antibodies, as well as primers used for quantitative real-time PCR and bisulfite methylation analysis.

How the deposited data were processed for this re-analysis (not part of the article)

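Total RNA of 8 mouse cell samples was measured on Illumina bead arrays of 25697 probes, 1 array per sample: MEFs, NSCs, iNSCs, 2 iNdiPSC clones, NSC 2F iPSCs, MEF 4F iPSCs and ESCs. The authors deposited a scanner table with the mean bead intensity of each probe on a linear scale, before background correction and normalization, exported with BeadStudio 3.2. Beside each intensity the authors deposited the detection p-value of the probe against the negative control beads of its array, in steps of 0.00125. They also deposited a matrix of log2 values, which the authors corrected for background and normalized with methods named as RMA and lumi, without parameters. Each column of this matrix holds the ranks of its scanner intensities (Spearman correlation of 1), and the sorted values of the other 7 columns differ from those of the first by at most 0.00217 at any rank (median 3.46 in all 8), as quantile normalization over arrays leaves them. Neither the step that set their scale nor the order of the steps is given. All columns were matched to a condition (0 unmatched). The labels give the second iNdiPSC array the clone number 4 where the paper shows clones 1 and 2, and mark the iNSCs as pluripotent where the paper treats them as somatic. The paper was followed in the latter case, and the former array is called the second clone.

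Values were computed from the scanner intensities with limma 3.58.1 (R 4.3.3) by neqc with an offset of 16. Genes were named from the table of the probes' genes, joined by gene identifier to the current symbols: 23978 probes have 1 symbol and 1719 (6.69%) have none, and 4777 of 16593 genes have more than 1 probe. Of 50 genes that the study names, 45 have a named probe. *Ly6a*, *Crct1*, *T*, *Runx2* and *Enpp1* are not named here. A probe counted as detected at a detection p below 0.01, which held for 43.1% (ESCs) to 47.2% (MEF 4F iPSCs) of probes.

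The 3 control pluripotent lines were compared with the 3 somatic samples, and the 2 iNdiPSC clones with the 3 control pluripotent lines, with lmFit and eBayes of limma over genes detected on at least 2 arrays. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a difference of at least 2-fold. The arrays of a group are different cell lines, or for the iNdiPSCs 2 independently picked clones of the same iNSCs, with 1 array each. The p-values therefore measure only the spread between these samples, not that between separately derived iNdiPSC lines. Gene lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation. Comparisons of 1 array with 1 array carry no p-value, and for them a list's median was ranked among 10000 random lists of the same size matched on mean expression. The memory filters followed the Methods of the paper, with its "or" read as higher than each, and required detection in the donor and the derived line. The filters for the 2 iPSC control lines were also run with a cell type that was not the donor. For the iNdiPSCs no such cell type is among the samples, since the iNSCs they came from were made from MEFs and resemble NSCs, and their filters were run with NSCs in place of MEFs and MEFs in place of iNSCs. The iNSC filter had no such run, because NSCs are its reference.

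The 16 gene lists were pluripotency, primed epiblast, neural stem cell and glia, fibroblast and extracellular matrix, Hox, primitive endoderm, trophoblast, epidermis, epithelial junction, mesenchymal transition, interferon and MHC class I, imprinted, sex-linked, 2-cell-like, cell cycle inhibitors and reprogramming factors. The lists, the tests, the thresholds, the rule for named genes and the alternatives in processing were chosen before the data were examined, apart from the 12 combinations of threshold and lowest value tried for the memory filters, 4 of the tests of explanations and the simulation of lines equal to their comparison lines. The test for fibroblasts in the MEF 4F iPSCs was also extended beyond the rule set beforehand. The genes named were drawn from those that the paper names in its text and figures (whose values had been seen), from list members as examples, and from the 10 genes with the largest change in each direction or at the top of each filter. *Pim1* and *Ngfr*, and the genes with a probe that separates the strains, were named after their values were seen. The alternatives were no background correction, 75th percentile scaling in place of quantile normalization, the authors' processed values, other detection filters, all probes, a 4-fold threshold, another reading of the memory criteria, and leaving out each array in turn.

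The fits were tested on simulated data with 200 changed genes. In the comparison of control pluripotent lines with somatic samples (9007 genes), 24.8% of genes changed by a log2 of 1.5 were recovered, 57.2% at 2, 89.6% at 3 and 94.4% at 5, with 7.21% false among the calls. In the comparison of clones with control pluripotent lines (8400 genes), 87.6% were recovered at 1.5, 98.4% at 2, 99.2% at 3 and all at 5, with 5.85% false. The simulated arrays had independent normal noise with 1 variance per gene, as the fit assumes. In the real data the clones resemble each other more than the control lines do. These shares therefore check the fit and do not measure recovery or false calls in the real data. The filter for MEF memory in the clones recovered all of 200 probes planted at a log2 of 3 and let no other probe pass. The planted change lies far above the 2-fold threshold, so this run says nothing of probes near the threshold. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The qRT-PCR, methylation, immunostaining and teratoma data of the paper are not analysed here.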

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

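The tests of a variant under the probe and of transcripts retained from the iNSCs, of epidermal cells, and of activation that does not depend on the donor were chosen only after the result was seen.

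On 42 probes all arrays labelled C3H (the iNSCs and both clones) lay at least 2-fold apart from all arrays labelled B6D2F1/J. These probes name 37 genes (4 name none), of which the paper discusses *Tpmt* alone. On the C3H arrays 4 of the probes were higher, as *Tpmt* and *Lrp6*, and 38 lower, as *Thumpd1*, *Trim59*, *Casp9* and *Csrp1*. Of the 55 other groups of 3 arrays, 1 had more such probes (the somatic samples, with 1373), and the next highest had 28. Transcripts of the iNSCs that the clones retained would be higher on these arrays, which held for only 9.52% of the probes. This argues against retention as the source of the 38 lower probes. It decides nothing for the 4 higher ones, and retained transcripts that NSCs or MEFs hold at a like level could not enter the set. A sequence variant of the strain under the probe remains a candidate explanation, and cannot be told apart from a true difference between strains: 31.6% of the other detected probes of the same genes (6 of 19) moved the same way by at least 2-fold, among them probes of *Ctsc*, *Prdx2* and *Abhd1*, while a probe of *Casp9* moved the opposite way. In the paper, qRT-PCR did not show the pattern of *Tpmt* in the iNdiPSCs.

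Of the 98 genes called between the clones and the control pluripotent lines, 71 (72.4%) had the sign of the difference between the iNSCs and the mean of NSCs and MEFs, against 52.7% of all tested genes. The share was 64.6% among genes higher in the clones and 80% among those lower. The sex of the lines is argued against: over the sex-linked genes, the largest of the smallest gaps between the clones and a control line was a log2 of 0.49 (*Eif2s3y*), under 2-fold. Strain could account for part of the calls, but the strain of the labels and the iNdiPSC condition cannot be told apart, since both clones are C3H and every control line is B6D2F1/J. A biological difference of the iNdiPSC route from the other lines stays open as well, untested.

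The 120 MEF-specific probes of the MEF 4F iPSCs could come from fibroblasts in the culture (feeder cells or unconverted MEFs), from other cells, or from activation during reprogramming. To speak against fibroblasts, the rule set beforehand asked that the fibroblast list lie near both lines. The list stood at -0.11 against NSC 2F iPSCs (SD of its genes 0.51) but at 1.25 against ESCs, so that rule gave no verdict. A comparison outside that rule took the median excess over the higher of ESCs and NSC 2F iPSCs in percent of the MEF signal. It was 23.5% over the 120 probes, which were selected for an excess. Over 28 fibroblast genes, not so selected, it was -0.318% (*Col1a1* -0.485%, *Col1a2* 0.132%, *Col3a1* -2.15%, *Sparc* -1.86%). Since the filter needs an excess over NSC 2F iPSCs too, these values argue against fibroblasts beyond those in NSC 2F iPSCs. They do not exclude fibroblasts beyond those in ESCs. Epidermal cells remain possible and cannot be told apart from expression by the iPSCs themselves, since 53.3% of the 15 epidermis genes on the array were at least 2-fold above both lines and the other 7 were detected on no array, the basal markers *Krt5* and *Trp63* among them. Activation of MEF-specific genes that does not depend on the donor cannot be told apart from expression kept from MEFs, since 2 shares disagree. In NSC 2F iPSCs, 24 of 100 probes above their comparison lines were MEF-specific (24%), 0.748 times the share of 32.1% in MEF 4F iPSCs, but of all 1700 MEF-specific probes 1.41% passed in NSC 2F iPSCs, 0.2 times the 7.06% in MEF 4F iPSCs. The fibroblast list stood at 1.14 against ESCs in NSC 2F iPSCs.

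Among the 5 pluripotent arrays, 50 genes and lists were searched for 1 line far from the others (gap to the nearest line over the whole range, critical value 0.71). Of these, 12 are genes of Fig. 5C, which the paper chose for a higher level in MEF 4F iPSCs, so the 9 found among them come with that choice. Of the other 38, 3 were found, the epidermis list (which holds 3 of the genes of Fig. 5C), *Myc* and the sex-linked list. Chance gives about 1 in 20 for 5 independent lines. Here 2 of the 5 are clones from the same iNSCs and some lists and genes overlap, so this rate is only a rough guide. MEF 4F iPSCs stood highest for the epidermis list (0.886), *Aldh1a3* (0.907), *Cdsn* (0.947), *Crabp2* (0.806), *Ly6c1* (0.932), *Meox2* (0.975), *Mgst3* (0.877), *Myc* (0.840), *S100a7a* (0.877), *Tfap2a* (0.892) and *Ugt1a6a* (0.847). NSC 2F iPSCs stood lowest for the sex-linked list (0.7495).

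For the 2101 genes that separate the control pluripotent lines from the somatic samples, the 6 arrays can be split in 10 ways, and only 1 of them, the real one, called as many genes. The highest count of the other splits was 0, and 10 splits are too few for a share under 0.05.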

How the results depend on the processing

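The 12 combinations of log2 threshold and lowest value were chosen after seeing the data, and the cause of a changed value was not tested except where fewer arrays or a higher threshold show it. No paired analysis was possible because the labels number every array outside the iNdiPSCs replicate 1, with 1 array per condition. A block for slide or chip was not run, since the data name none. Where an arm was left with 1 array, it was assumed to vary like the others. The detection filter changed no count of probes apart and no memory count, and says nothing on their stability. Among genes of the fits, 409 values kept direction and call, 61 lost the call, 3 gained it and 1 reversed: *Sox2* between control pluripotent and somatic samples ran from -0.69 (without the MEF array, reversed) to 2.11 (without the iNSC array). Of the list tests, 95 kept their call and 1 lost it, but with an estimated correlation no camera call passed (lowest adjusted p 0.0893). Memory genes moved beyond the spread in 56 values and not in 34. Signal over background limits the genes near the detection floor.

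Of the planned values, 48 values stayed within the limits and these did not. Without background correction: 1152 genes (pluripotent against somatic), 34 (clones against control lines), 3389 and 3358 probes (clones against MEFs), 2957 and 2960 (against iNSCs), 400 and 297 (against ESCs), memory counts of 98 (iNSC), 0 and 1 (MEF and NSC memory in iNdiPSCs), 18 (MEF 4F iPSC) and 0 (NSC 2F iPSC), a *Nes* difference of 2.24 and a similarity gap of 0.165 (0.184 in the values reported). At 4-fold: 855 and 33 genes, 2591 and 2656, 2375 and 2408, and 209 and 172 probes, and memory counts of 43, 0, 1, 11 and 0. With 75th percentile scaling: NSC memory of 10 in iNdiPSCs and 1 in NSC 2F iPSCs. On the authors' values with no detection filter: 9497 and 9424 probes (iNSCs), 4487 and 3929 (ESCs), memory counts of 549, 51, 88, 261 and 56, and at 4-fold 780 and 634 probes (ESCs) and memory counts of 117, 3, 6, 56 and 0. On the authors' values, *Nes* 3.02 and gap 0.217. Gap with no detection filter 0.115 and by Spearman correlation 0.211. Clones against control lines: 65 genes with no detection filter, 151 over all probes, 914 with ESCs alone. Donor over at least 1 cell type: 534, 28, 42, 189 and 12. Mean of the 2 clones: 15 and 29. Leaving out 1 array gave 709 to 3156 genes for pluripotent against somatic and 2 to 111 for clones against control lines, and leaving out 1 clone gave 15 to 22 for MEF memory and 27 to 35 for NSC memory.

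The combinations added later were all run on the authors' processed values with no detection filter. There, 4 log2 thresholds rising from 1.7 to 2, each with no lowest value, 6 and 6.1, gave for iNSCs 154, 87, 81, 146, 82, 76, 127, 71, 66, 67 and 63 (the 4-fold count on these values without a lowest value is above, 117 for iNSCs), for MEF memory in iNdiPSCs 5, 1, 1, 5, 1, 1, 4, 1, 1, 1 and 1, for NSC memory in iNdiPSCs 16, 3, 3, 14, 3, 3, 10, 2, 2, 1 and 1, for MEF 4F iPSCs 92, 37, 35, 85, 37, 35, 64, 25, 24, 23 and 22, and for NSC 2F iPSCs 1, 0, 0, 1, and 0 in the other 7.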

Differences from the paper's values

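The combinations of thresholds and lowest values for the memory filters were chosen only after the result was seen.

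For MEF-specific genes in iNSCs, 285 probes passed here and the paper's value is 61. Of the alternatives set before the data were examined, the 4-fold threshold falls within 1.5 times of the paper's value (43) and drops none of the 6 genes the paper names. No background correction (98), 75th percentile scaling (312), the authors' processed values at 2-fold (549) and 4-fold (117), the donor over at least 1 cell type (534) and the gene level (217) do not, nor does dropping the detection filter. For MEF-specific genes in MEF 4F iPSCs, 120 probes passed here and the paper's value is 23. The values without background correction (18) fall within it and drop 7 of the 12 genes of Fig. 5C that are named here. The 75th percentile scaling (95), the 4-fold threshold (11), the authors' processed values at 2-fold (261) and 4-fold (56), the donor over at least 1 cell type (189), the gene level (86) and dropping the detection filter do not. The authors' processed values with a log2 threshold of 2 and a lowest value of 6, chosen after seeing the values, give 23 probes in MEF 4F iPSCs and 61 genes in iNSCs when 1 unnamed probe is counted beside 60 named genes (67 probes in all), the paper's values, with *Hebp2* alone in iNdiPSCs and 0 in NSC 2F iPSCs, and drop 2 of the 22 genes the paper calls that are named here, *Acsl6* and *Atp1b2*. Of the 12 combinations, none gives all of the paper's counts. The Methods of the paper state a 2-fold threshold.

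For MEF memory in iNdiPSCs, 9 probes passed here, against about 1 in Fig. 5A, read by eye. For iNSC memory in iNdiPSCs, 16 passed, against about 3 in Fig. 5A, read by eye. None of the alternatives set before the data were examined falls within 1.5 times of either. They gave 0 and 1 probes without background correction and at 4-fold, 7 and 10 with 75th percentile scaling, 7 and 13 at the gene level, 51 and 88 on the authors' processed values, 3 and 6 on these at 4-fold, 28 and 42 with the donor over at least 1 cell type, 15 and 29 on the mean of the clones, and 15 or 22 and 27 or 35 with 1 clone, and the same as here without the detection filter. With the lowest 2 of the 4 log2 thresholds (1.7 and the next) and a lowest value of 6 or 6.1 on the authors' values, chosen after seeing the values, *Hebp2* alone and *Tpmt*, *Acsl6* and *Atp1b2* alone pass, the paper's values, dropping 0 of these 4 genes of the paper, but then 76 to 87 probes pass in iNSCs and 35 to 37 in MEF 4F iPSCs.

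Between iNdiPSC-1 and ESCs, 1687 probes differed by at least 2-fold, against about 780 in Fig. 2F, read by eye, and between the second clone and ESCs 1380, against about 630 in Fig. 2F, read by eye. Of the alternatives set before the data were examined, the authors' processed values with no detection filter and a 4-fold threshold fall within it, with 780 and 634 probes, and at this setting the counts against MEFs (4564 and 4533) and iNSCs (4285 and 4268) match the numbers printed in Fig. 2D and 2E as well, and those against ESCs the numbers in Fig. 2F. The legend states boundaries of 2-fold. No background correction (400 and 297), 75th percentile scaling (1581 and 1229), the 4-fold threshold on the values used here (209 and 172), the authors' processed values at 2-fold (4487 and 3929) and dropping the detection filter do not.

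The paper states that no gene passed the filter for NSC memory in NSC 2F iPSCs, and here *Tmem47* and *Sesn3* passed, with 0 probes without background correction, at a 4-fold threshold and on the authors' processed values at 4-fold. It states that by qRT-PCR *Atp1b2* was comparable in all pluripotent lines, and on the arrays the clones (6.84 and 6.59) were at least 2-fold above ESCs (5.34) and MEF 4F iPSCs (5.19). It names *Hebp2* alone for MEF memory in iNdiPSCs, and here *Ly6e*, *Smtn*, *Uvrag*, *Micall2*, *Mxra7* and *Gpx3* passed with it. It states that *Crtc1* was higher in MEF 4F iPSCs than in MEFs, and here the gene was not detected in either (4.82 in MEFs and 4.51 in MEF 4F iPSCs), while *Hoxc9*, *Adcy2*, *Pdzrn3* and *Hoxc6* were higher in iNSCs than in MEFs, as it states. *Crct1*, a gene of similar name in Fig. 5D, is not named here, and which of the 2 genes is meant stays open.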

Other observations

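Lineage genes that the paper names were measured in the pluripotent lines as well. In both iNdiPSC clones *Sox17*, *Sox1*, *Pax6*, *Sp7*, *Bglap*, *Ibsp* and *Tubb3* were not detected, while *Bmp4* (6.89 in both, 8.68 in ESCs) and *Map2* (6.61 and 5.93, with 8.11 in MEF 4F iPSCs) were, and *Dppa3*, a gene of early germ cells, stood at 10.13 and 9.67. *Pou3f4* (*Brn4*), a factor used to make the iNSCs, was detected in iNSCs (6.63) and NSCs (5.48) and in no other sample, and *Myc* in MEF 4F iPSCs (7.104) and NSCs (6.11) alone. Whether these probes also read transgenes was not tested. The paper reports, by qRT-PCR, *Myc* levels in both clones similar to those of control ESC lines. A lack of detection on the arrays therefore does not show that *Myc* was absent. Of the 5 reprogramming factors, *Pou5f1* rose in the control pluripotent lines over the somatic samples and 4 did not pass limma's test, with the same count when adjusted over the list alone (camera, adjusted p = 0.434).

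Other gene groups separated the control pluripotent lines from the somatic samples. Of 8 genes of the primed epiblast, 7 rose, among them *Dnmt3b*, a DNA methyltransferase gene (67.4-fold, adjusted p = 0.000357 from limma), and *Eomes*, detected on no somatic array and at least 1.504-fold higher, which is under 2-fold (adjusted p = 0.0205), a call that ends without the background correction or without the NSC 2F iPSC, ESC or iNSC array (7 rose when adjusted over the list alone; camera, adjusted p = 1.33e-05, and adjusted p = 0.0893 with an estimated correlation). Of 6 trophoblast genes, 4 rose, among them *Krt8* (at least 42.0-fold, adjusted p = 0.00284) and *Krt18* (at least 10.4-fold, adjusted p = 0.00394), keratins of simple epithelia (4 when adjusted over the list alone; camera, adjusted p = 0.00138, and adjusted p = 0.0893 with an estimated correlation). All 3 of the 2-cell-like genes rose (3 when adjusted over the list alone; camera, adjusted p = 0.00475, and adjusted p = 0.268 with an estimated correlation). Of 7 cell cycle inhibitors, *Cdkn2a* and *Cdkn2c* fell (2 when adjusted over the list alone; camera, adjusted p = 0.0118, and adjusted p = 0.131 with an estimated correlation). Of 15 imprinted genes, *Phlda2* rose and *Mest* and *Ndn* fell, with the same counts when adjusted over the list alone (camera, adjusted p = 0.565). Of 6 genes of primitive endoderm, *Sox7* and *Lama1* rose (2 when adjusted over the list alone; camera, adjusted p = 0.596), and of 8 epidermis genes *Krt17* and *Sfn* (2 when adjusted over the list alone; camera, adjusted p = 0.231). Of 9 interferon genes, *Ifit2* fell (1 when adjusted over the list alone; camera, adjusted p = 0.596). Of 23 fibroblast genes, 2 fell, 1 of them *Col5a2*, with a call that ends without the background correction, with 75th percentile scaling or without the detection filter (1 fell when adjusted over the list alone; camera, adjusted p = 0.307). None of 19 Hox genes passed, with a median log2 of -1.32 (0 when adjusted over the list alone; camera, adjusted p = 0.00218, and adjusted p = 0.597 with an estimated correlation), and none of 4 sex-linked genes (camera, adjusted p = 0.632).

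Between the clones and the control pluripotent lines, the 3 2-cell-like genes, active in embryos at the 2-cell stage, had a median log2 difference of 1.29 and none passed limma's test over all genes, while all 3 rose when adjusted over the list alone (camera, adjusted p = 0.0197, and adjusted p = 0.904 with an estimated correlation). *Zscan4c* stood at 10.41 and 9.59 in the clones and between 7.94 and 8.87 in the control lines (adjusted p = 0.0906). The 22 fibroblast genes had a median of -0.50 and none passed (0 when adjusted over the list alone; camera, adjusted p = 0.0352, and adjusted p = 0.904 with an estimated correlation). In the lists of Hox, primitive endoderm, trophoblast, epidermis, epithelial junction, interferon and sex-linked genes no member passed, over all genes or over the list alone, and the same held for cell cycle inhibitors. Of the mesenchymal transition genes 1 fell, of the imprinted genes 1 rose and 1 fell, and of the reprogramming factors 1 rose when adjusted over the list alone, and none over all genes. Of the called genes of the clones, *Crxos*, a homeobox gene, was detected in both and in no control line (at least 5.56-fold higher, adjusted p = 0.0052 from limma), a call that ends when either clone is left out.

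*Xist*, the RNA of the inactive X chromosome, was high in NSCs (9.18) and stood at 5.67 in MEFs, and was not detected in the other 6 samples. The Y-linked gene *Eif2s3y* was not detected in NSCs and NSC 2F iPSCs and stood between 9.89 and 10.72 in the rest. In MEF 4F iPSCs the epidermis genes *Krt17* (11.11), *Sfn* (10.30), *Sprr1a* (9.39) and *Lor* (8.90) were above all other pluripotent lines, and 6 of 25 pluripotency genes were at least 2-fold below ESCs, with a median log2 of -0.60. In NSC 2F iPSCs the fibroblast genes stood at a median of 1.14 above ESCs, with 16 of 28 at least 2-fold higher. The paper states that both these lines and the iNdiPSCs were cultured on feeder cells.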
